# Checkpoints couple transcription network oscillator dynamics to cell-cycle progression

**DOI:** 10.1186/s13059-014-0446-7

**Published:** 2014-09-05

**Authors:** Sara L Bristow, Adam R Leman, Laura A Simmons Kovacs, Anastasia Deckard, John Harer, Steven B Haase

## Abstract

**Background:**

The coupling of cyclin dependent kinases (CDKs) to an intrinsically oscillating network of transcription factors has been proposed to control progression through the cell cycle in budding yeast, *Saccharomyces cerevisiae*. The transcription network regulates the temporal expression of many genes, including cyclins, and drives cell-cycle progression, in part, by generating successive waves of distinct CDK activities that trigger the ordered program of cell-cycle events. Network oscillations continue autonomously in mutant cells arrested by depletion of CDK activities, suggesting the oscillator can be uncoupled from cell-cycle progression. It is not clear what mechanisms, if any, ensure that the network oscillator is restrained when progression in normal cells is delayed or arrested. A recent proposal suggests CDK acts as a master regulator of cell-cycle processes that have the potential for autonomous oscillatory behavior.

**Results:**

Here we find that mitotic CDK is not sufficient for fully inhibiting transcript oscillations in arrested cells. We do find that activation of the DNA replication and spindle assembly checkpoints can fully arrest the network oscillator via overlapping but distinct mechanisms. Further, we demonstrate that the DNA replication checkpoint effector protein, Rad53, acts to arrest a portion of transcript oscillations in addition to its role in halting cell-cycle progression.

**Conclusions:**

Our findings indicate that checkpoint mechanisms, likely via phosphorylation of network transcription factors, maintain coupling of the network oscillator to progression during cell-cycle arrest.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-014-0446-7) contains supplementary material, which is available to authorized users.

## Background

Successful cell divisions depend on proper temporal ordering of cell-cycle events. The central oscillator driving periodic events in early embryos is based on the activity of the mitotic cyclin/ cyclin dependent kinase (CDK) complex [1,2]. CDKs are also the central components of the oscillator in many contemporary models of yeast and metazoan cell-cycle control. However, more recent models suggest a network of interconnected transcription factors may serve as an underlying cell-cycle oscillator in budding yeast, *Saccharomyces cerevisiae* [3-7]. In the network oscillator model, a transcription factor network controls the temporal program of cell-cycle-regulated transcription, including the cyclin genes [5]. Thus, CDK oscillations are driven by the transcription network [5,6], and successive waves of expression of different cyclin/CDK complexes trigger the ordered events of the cell cycle [8,9]. CDKs act as effectors of the transcription network oscillator to trigger cell-cycle events, and feed back on the transcription network to control aspects of oscillation dynamics [6]. In mutant cells lacking CDK activities, the cell cycle arrests; however, transcriptional oscillations continue, indicating that network oscillations and cell-cycle progression can be uncoupled [5,6].

While the ordering of cell-cycle events is important, the time it takes to complete any particular process can vary [10,11], especially when environmental or physiological conditions perturb processes such as DNA replication or spindle assembly [12]. Is there a mechanism that ensures the transcription network oscillator is restrained when cell-cycle progression has been slowed or arrested, or does the network oscillator continue to free-run and get re-entrained at a later time?

It has been proposed that CDK acts as a master oscillator to entrain subordinate autonomous oscillators capable of driving subsets of periodic cell-cycle phenomena [13]. Mitotic CDKs are known to both inhibit and activate specific transcription factors within the network oscillator [14] (Figure 1a), and we have shown that CDKs play a role in controlling oscillation amplitude and period of the network oscillator [6]. In budding yeast, physiological perturbations that inhibit cell-cycle progression do so through checkpoints whose primary effect is thought to be maintenance of high mitotic CDK activity. Therefore, we sought to test the hypothesis that mitotic CDKs function not only as effectors of the network oscillator, but also act to stall the transcription network oscillator when cell-cycle progression is delayed.

**Figure 1:**
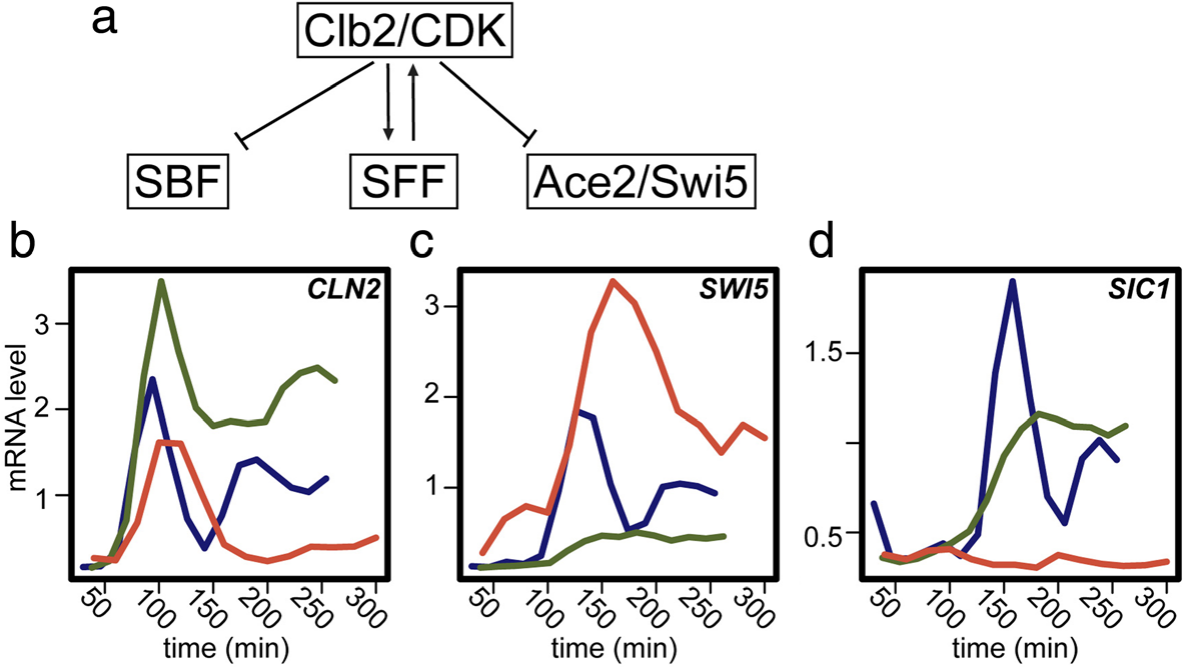
**Persistent Clb2/Cdk1 activity regulates transcript dynamics of network oscillator targets.** A subset of the network oscillator transcription factors are activated and inhibited by Clb2/Cdk1 [14] **(a)**. Absolute mRNA levels (arbitrary expression units) for periodic genes in *P*_*GALL*_ *-CDC20* (CDK ‘on’; red), *∆clb1,2,3,4,5,6* (CDK ‘off’; green), and wild-type (blue) cells **(b, c, d)**. Transcripts are shown for *CLN2* (SBF target) **(b)**, *SWI5* (SFF target) **(c)**, and *SIC1* (Ace2/Swi5) target **(d)**.

## Results

### Persistent Clb2/Cdk1 affects the function of specific network transcription factors

To ask whether persistent levels of mitotic CDK (Clb2/Cdk1) could freeze the network oscillator, we used a strain in which the anaphase promoting complex (APC) activator, Cdc20, is conditionally expressed from a modified *GAL1* promoter (*P*_*GALL*_*-CDC20*) in a *cdc20∆* background [15]. When cells are shifted from galactose to glucose medium, Cdc20 is depleted, arresting cells at the metaphase-to-anaphase transition with persistent levels of Clb2 protein (Additional file 1: Figure S1) and Clb2/Cdk1 activity [16,17]. A G1-synchronized population of *P*_*GALL*_*-CDC20 cdc20∆* cells was collected by centrifugal elutriation, and suspended in dextrose-containing growth medium at time 0. 

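Transcript levels of Cdc20-depleted cells were measured on Affymetrix Yeast 2.0 arrays in a pair of cultures, with 14 arrays from 40 to 300 min in replicate 1 and 18 arrays from 20 to 360 min in replicate 2, at 20-min intervals. The culture was the replicate, so n = 2 for this strain. The deposited values were linear intensities, which the authors had normalized and summarized per probe set by the dChip method, with array medians of 1070 to 1194 in replicate 1 and 1015 to 1262 in replicate 2. Their scale was kept, and 184 control probe sets were left out, so that 5716 probe sets for yeast genes remained. *CDC20*, whose promoter was replaced by one that dextrose shuts off, had a mean log2 intensity of 8.95 ± 0.07 (SD, n = 2). In *cdc8* cells, which keep the native promoter, it was 8.17 ± 0.01 (SD, n = 2), so that this gene does not check the label. *BAR1*, which encodes a pheromone protease, was at 7.10 ± 0.40 (SD, n = 2), against 11.39 ± 0.03 (SD, n = 2) in *cdc8* cells. A Lomb-Scargle periodogram was computed per gene and culture on the linear intensities of the first 13 time points, at 52 test periods from 50 to 200 min. Genes were called periodic when p was at most 0.5 in both cultures at the test period of 148 min. Counts were set against 100 shuffles of the time points. The level at the arrest was the mean from 200 to 280 min (5 arrays per culture), and the first peak was the highest intensity before that window.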

Aliquots of cells were collected at 20-min intervals for 300 or 360 min (two experimental replicates). Genome-wide transcript levels were assayed at each time point by microarray. Cell-cycle progression and subsequent arrest was monitored by observing bud and spindle formation (Additional file 1: Figure S1). 

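*CLN2*, which encodes a G1 cyclin, had its first peak at 100 min in both cultures of Cdc20-depleted cells, at intensities of 1615 and 2043. *HHF1*, which encodes histone H4, peaked at 120 min in both, at 16611 and 15577. The mitotic cyclin gene *CLB2* peaked at 140 min in replicate 1 (3258) and at 160 min in replicate 2 (2791). *SWI5*, which encodes a transcription factor of M/G1 genes, peaked at 160 min in both, at 3279 and 2851. Across the probe sets, the mean intensities of the cultures had an r² of 0.981, and of 0.988 when only the time points that both cultures share were used. This is a correlation across genes within a pair of cultures, and genes are not independent replicates.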

Results from two independent replicates were highly reproducible, with an *r*^*2*^ value of 0.98 (Additional file 1: Figure S1).

Clb2/Cdk1 is known to regulate the activity of network transcription factors and complexes including SBF (SCB binding factor), SFF (Swi5 factor), Ace2, and Swi5 [14] (Figure 1a). In the absence of Nrm1, a role for Clb2/Cdk1 in downregulating MBF (MCB binding factor) was also revealed [18]. We compared the dynamic transcript behaviors of SBF-, SFF-, Swi5-, and Ace2-regulated genes from arrested cells depleted of Cdc20 (*P*_*GALL*_*-CDC20;cdc20Δ*; CDK ‘on’), arrested cells depleted of mitotic and S-phase cyclins (*clb1,2,3,4,5,6*;CDK ‘off’) cells, and normally cycling wild-type (WT) cells. Consistent with the known regulatory interactions between these network transcription factors and Clb2/Cdk1, genes regulated by these transcription factors behave differently across the conditions (Figure 1b-d). Transcripts from SBF-regulated G1/S genes are repressed by Clb2/Cdk1 after the first cycle of expression in Cdc20-depleted cells and are expressed at elevated levels, continuing to oscillate, in cyclin mutant cells (Figure 1b). 

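At the arrest of Cdc20-depleted cells, *CLN2* stood at intensities of 339 and 374 in the cultures, which is 21.0% and 18.3% of its first peak. *YOX1*, which encodes a repressor of early cell-cycle genes, stood at 25.8% and 21.2% of its first peak. *WSC2*, a sensor of cell wall stress, was at 45.0% and 52.9%, and the bud site gene *MSB1* at 79.0% and 76.4%. Of 20 known SBF targets among the 856 periodic genes, 10 were below 50% of their first peak in both cultures and 4 were at or above 75% in both. The median over these targets was 46.4% in replicate 1 and 42.7% in replicate 2. The list holds genes shown in the paper's panels, such as *MSB1* and *WSC2*, so the tally is not wholly independent of the paper, and the shares come without a test. Cyclin mutant cells were not analysed here.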

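*CLB2* stood at 1348 and 1132 at the arrest of Cdc20-depleted cells, which is 41.4% and 40.5% of its first peak. *CDC5*, which encodes the polo kinase, was at 67.1% and 65.8%, and *MOB1*, of the mitotic exit network, at 77.9% and 79.2%. The anaphase-promoting complex gene *APC1* was at 112% in replicate 1 and 93.5% in replicate 2. *KIP2*, which encodes a kinesin, was at 89.5% and 75.3%. Of 21 SFF targets among the 856 genes, 8 were at or above 75% of their first peak in both cultures and 2 were below 50% in both, with medians of 71.2% and 71.3%. *APC1* and *BUD8* entered this list from the paper's panels.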

Many transcripts from G2/M genes regulated by SFF are expressed at persistent or elevated levels in Cdc20-depleted cells, likely due to positive feedback with Clb2 [14] (Figure 1c). M/G1 genes regulated by the transcription factors Ace2 and Swi5 are not expressed in Cdc20-depleted cells, likely because Clb2-dependent phosphorylation of Swi5 and Ace2 sequesters the transcription factors in the cytoplasm [14] (Figure 1d).

### Network oscillations continue in the presence of persistent Clb2/Cdk1 activity

We first defined a set of high confidence periodic genes from WT cells using the intersection of the outputs of multiple periodicity-finding algorithms (see Additional files 1 and 2, Supplementary methods for methods and rationale) [19]. By examining this set of 856 high-confidence periodic genes (Additional file 3), it is clear that oscillations of many transcripts are halted in cells arrested by depletion of Cdc20 (CDK ‘on’) and yet many transcripts continue to oscillate (Figure 2) [19]. 

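*HHF1* stood at 33.3% and 30.9% of its S-phase peak at the arrest of Cdc20-depleted cells, and 8 of 9 histone genes were below 50% in both cultures. *CLN3*, which encodes the upstream G1 cyclin, was at 150% and 134% of its earlier peak. *POL1*, a subunit of DNA polymerase alpha, had periodogram p-values of 0.193 and 0.174 in the cultures, and the thymidylate synthase gene *CDC21* of 0.169 and 0.145, so both genes were called periodic. *CLN2*, at 0.569 and 0.364, was not called. Of the 856 genes, 102 were below 50% of their first peak in both cultures and 307 were at or above 75% in both. From 160 to 300 min, after removal of a linear trend, the correlation between the cultures over 8 time points had a median of 0.434 over the 856 genes, against 100 shuffles that gave medians from -0.0584 to 0.0520.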

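*CRH1*, which encodes a cell wall transglycosylase, had the lowest worse p-value of the cultures of Cdc20-depleted cells, at 0.0490 and 0.0683. *SCW10*, a cell wall glucanase gene, had 0.0744 and 0.0652, and *GAS2*, a glucanosyltransferase gene, 0.0338 and 0.0999. *POL2*, the catalytic subunit of DNA polymerase epsilon, had 0.0805 and 0.104, and *ERP1*, of vesicle traffic, 0.0855 and 0.108. In all, 161 of the 856 genes (18.8%) were called periodic. Shuffled time points gave a 95th percentile of 11 genes, and a permutation p of 0.0099, the smallest that 100 shuffles can give. Shuffling breaks up a single wave as well, so this p does not separate a single wave from repeated ones. Of the genes that the paper marks as periodic in these cells, 117 were among those called here. When the rule was applied to a single culture, the count was 264 without replicate 1 and 254 without replicate 2.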

Surprisingly, we found that 206 out of 856 genes identified as periodic in WT cells continue to oscillate in arrested CDK ‘on’ cells with dynamics similar to those observed in WT cells (Figures 2 and 3a,c; Additional file 3). Furthermore, of the 206 transcripts that oscillate in Cdc20-depleted cells, approximately 40% also oscillate in cyclin mutant cells (Figure 3a and b). 

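*CRH1* had its strongest test period at 148 min in replicate 1 and at 162 min in replicate 2 of the Cdc20-depleted cells. For *GAS2* these periods were 148 and 142 min, and for *POL1* 131 and 170 min. *RNR1*, which encodes the large subunit of ribonucleotide reductase, had 200 and 179 min, the first of which is the longest period tested. When all time points of each culture were used, the test period with most periodic genes was 142 min, with 91 of the 856 genes against 89 at 148 min. The first 13 time points span less than 2 periods of this length, so neighbouring periods are poorly resolved. Cyclin mutant cells were not analysed here.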

Strikingly, the period of oscillations is nearly identical between the Cdc20-depleted (CDK ‘on’) cells and the cyclin mutant (CDK ‘off’) cells [6]. Taken together, these results demonstrate that while persistent mitotic CDK activity does arrest a portion of the periodic transcription program, the transcriptional network can still produce oscillations with a period similar to those observed in cells depleted for mitotic CDK activity.

**Figure 2:**
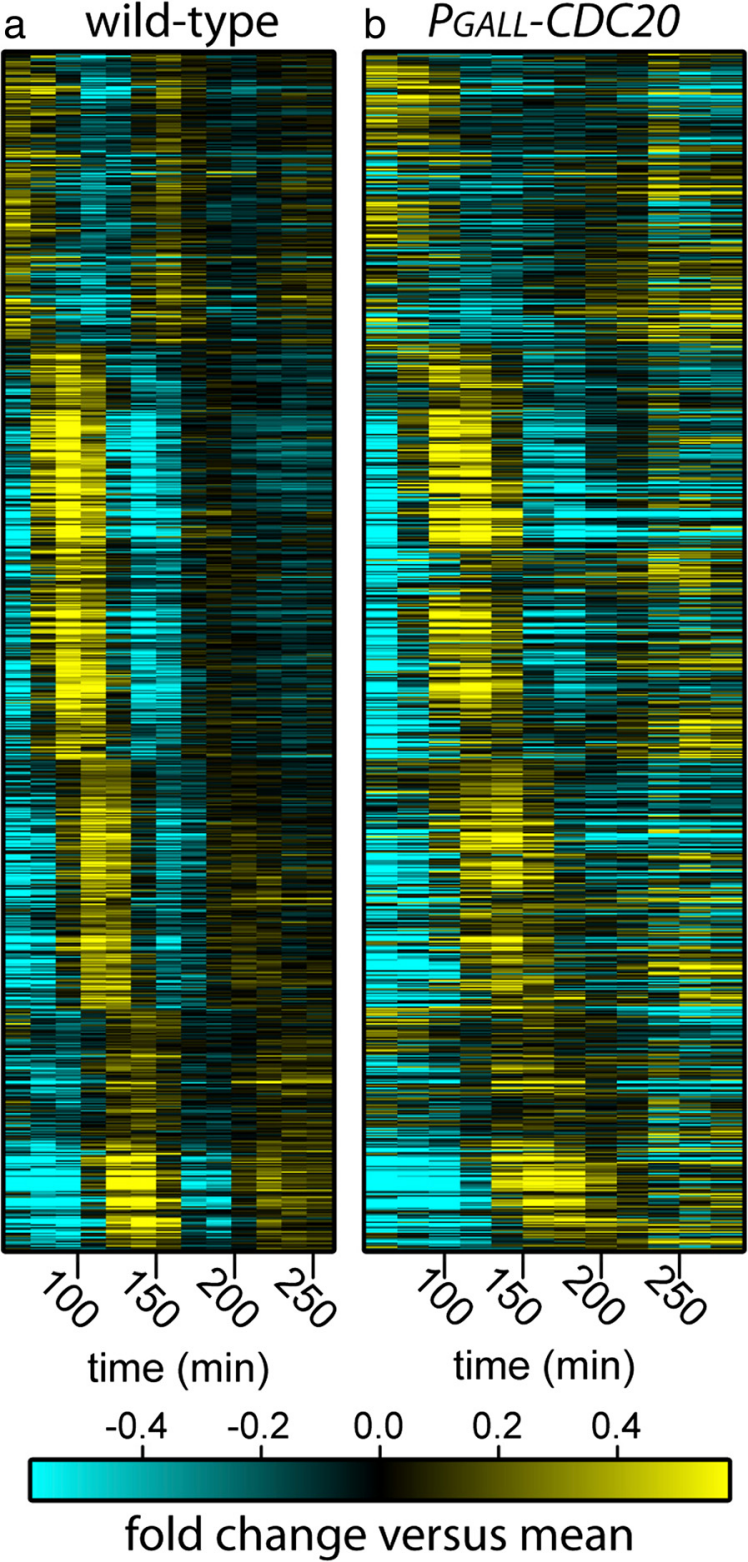
**Dynamics of periodic transcripts in arrested cells with CDK-‘on’ and cycling WT cells.** Heat maps depict mRNA levels of a set of 856 periodic genes in cycling WT **(a)** and arrested CDK ‘on’ (*P*_*GALL*_ *-CDC20;cdc20*) cells **(b)**. Transcript levels are depicted as log_2_-fold change relative to the mean expression of each gene. Each row represents the same gene in both conditions (Additional file 3). Each column represents a time point.

**Figure 3:**
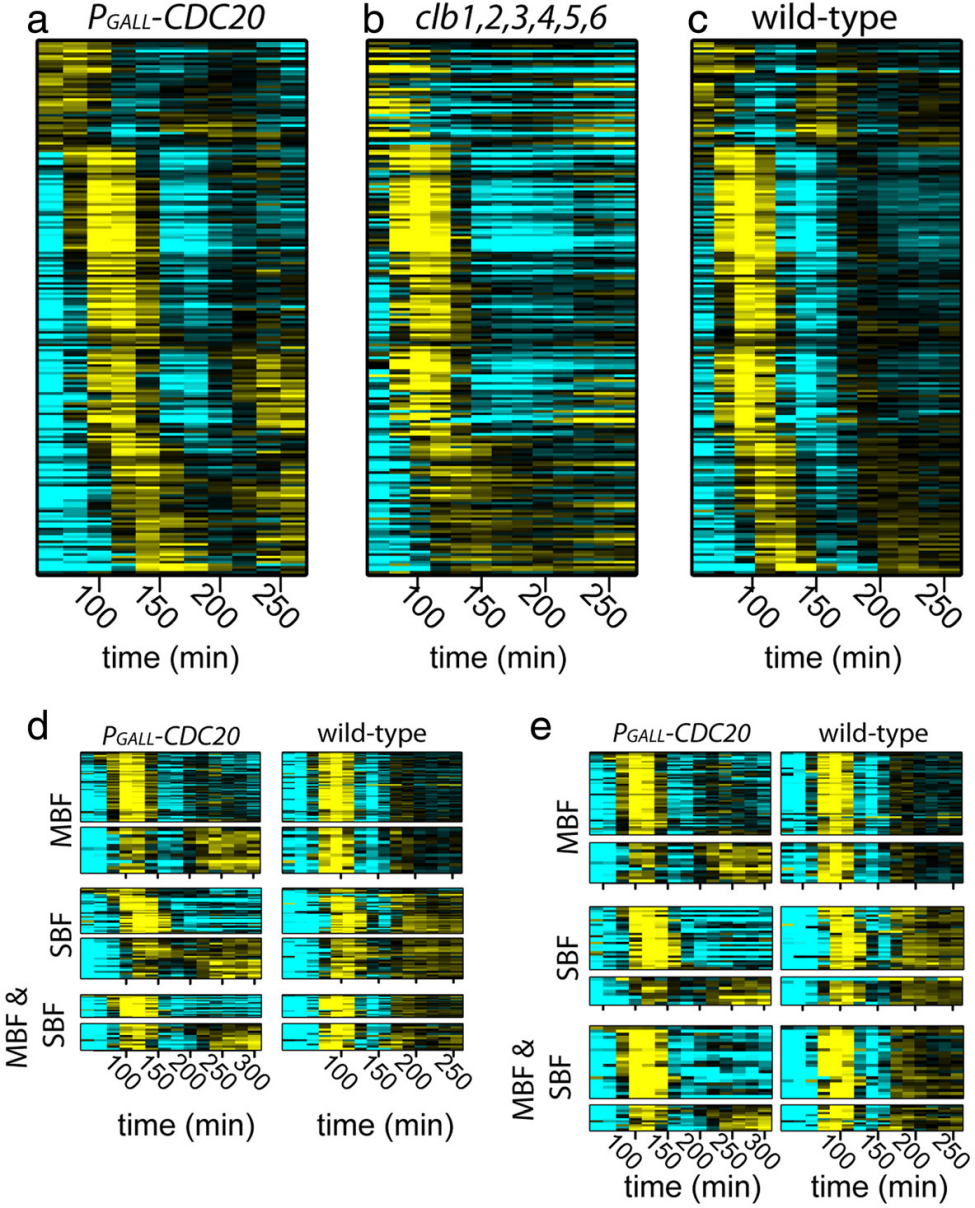
**Dynamics of transcripts in Cdc20-depleted cells, cyclin-depleted cells, and cycling WT cells.** Heat maps depicting mRNA levels of 208 genes that remain periodic in cells arrested with CDK ‘on’ (*P*_*GALL*_ *-CDC20;cdc20)* **(a)**. Heat maps show behaviors of the same genes in arrested cells with CDK ‘off’ (*∆clb1,2,3,4,5,6*) **(b)**, and in normally-cycling WT **(c)** cells. Each row represents the same gene in all three conditions (Additional file 3). Heat maps depicting mRNA levels of SBF- and MBF-regulated genes from annotated lists generated from two separate studies: Ferrezuelo et al. [24] **(d)** and Eser et al. [23] **(e)** in CDK ‘on’ (left) and WT (right) cells. Transcript levels are depicted as log_2_-fold change relative to the mean expression of each gene and are depicted as in Figure 2. Each column represents a time point.

Although a substantial fraction of transcripts continue to oscillate in cells depleted of Cdc20, approximately 75% of cycling genes cease to be periodic (Figure 2). 

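The SFF targets *SWI5* and *CDC5* had periodogram p-values of 0.706 and 0.730 in replicate 1 and of 0.998 in replicate 2 for both genes, so neither was called periodic in Cdc20-depleted cells. *CLB2* passed in replicate 1 (0.415) and did not pass in replicate 2 (0.787). The histone gene *HHF1* had 0.979 and 0.640, and *SVS1*, a cell wall gene regulated by SBF, 0.688 and 0.342. Of the 856 genes, 695 (81.2%) did not meet the rule at 148 min, and 642 (75.0%) did not meet it when periods of 92 to 153 min were allowed. From the genes that kept oscillating and those that stopped, the paper concludes that stable mitotic CDK activity arrests part of the periodic program while a network of transcription factors can still oscillate.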

How then does the network oscillator maintain oscillations while several of its component transcription factors are inhibited by CDK activity? Many periodic genes in normally cycling cells are regulated by SBF. Because Clb2 is known to inhibit SBF-mediated transcription [8], these genes should not oscillate in cells arrested with high CDK activity. Oscillations could continue through a parallel branch of the network containing the related transcription factor complex, MBF (Additional file 1: Figure S2) [20,21], but mitotic cyclin/CDK has also been shown to downregulate MBF-regulated genes in cells lacking the co-repressor, Nrm1 [18].

In order to determine whether oscillations are perpetuated via the MBF or SBF branch of the network in Cdc20-depleted cells, we closely examined the behaviors of genes that have been annotated as MBF- or SBF-regulated. MBF and SBF have distinct but overlapping sets of target genes, and genetic studies indicate that they are redundantly required for viability [22-25]. Annotated gene sets from two separate studies [23,24] were clustered based on transcript behaviors in Cdc20-depleted cells (Figure 3d and e). 

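Among 31 known MBF targets within the 856 genes, 23 were called periodic in Cdc20-depleted cells, and among 20 known SBF targets 6 were. The periodic MBF targets included *RNR1*, at p-values of 0.416 and 0.287, *RFA1* of the single-strand DNA binding complex, at 0.108 and 0.463, and the replication fork gene *TOF1*, at 0.243 and 0.260. *CLB6*, an S-phase cyclin gene, had 0.629 and 0.493 and was not called. The periodic SBF targets were *CRH1*, the cyclin gene *PCL2* (0.484 and 0.171), *YOX1* (0.479 and 0.459), the forkhead factor gene *HCM1* (0.0774 and 0.148), *WSC2* (0.257 and 0.244) and the kinase gene *GIN4* (0.180 and 0.160). *RSR1*, a GTPase gene of bud site selection, passed in replicate 2 (0.300) and did not pass in replicate 1 (0.860). *TOF1*, *CTF4* and *SMC1* of the MBF list were taken from the paper's panels. The same rule passed 27 of 31 MBF and 19 of 20 SBF targets in *cdc8* cells, which the DNA replication checkpoint arrests. In cells arrested by the spindle assembly checkpoint it passed 27 MBF and 15 SBF targets. The counts in Cdc20-depleted cells therefore do not show oscillation particular to that arrest.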

Regardless of the gene list, some genes (annotated as SBF-regulated, MBF-regulated, or both) exhibited oscillating transcripts, while others did not (Figure 3d and e). Although most genes annotated as MBF-regulated exhibited strong or damped oscillations as expected (Figure 3d and e, top panels), it was surprising to see that a substantial fraction of SBF-regulated transcripts also oscillated (Figure 3d and e, middle panels). Moreover, genes annotated as both SBF- and MBF-regulated also exhibited a substantial fraction of oscillating genes (Figure 3d and e, bottom panels). Thus, it is possible that oscillations could be propagated on either network branch. 

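In the MBF clusters of Figure 3d, 34 of 59 and 11 of 14 genes were called periodic in Cdc20-depleted cells, and 27 of 47 and 10 of 13 in those of Figure 3e. In the SBF clusters 11 of 32 and 7 of 17 genes were called in Figure 3d and 11 of 27 and 5 of 9 in Figure 3e, and the difference from the MBF clusters was not tested. *TOS6*, a cell wall gene, had p-values of 0.538 and 0.404, and *CSI2*, of chitin synthesis, had 0.807 and 0.506, so neither was called. *NRM1*, the co-repressor gene of MBF, and *TOS4*, a gene for a protein with a forkhead-associated domain, are in the first SBF cluster of both figures and were called, at 0.299 and 0.261 and at 0.449 and 0.218. *SWI4*, which encodes the DNA-binding subunit of SBF (0.134 and 0.166), and *STB1*, whose product binds the SBF and MBF complexes (0.155 and 0.311), are in the second MBF cluster of Figure 3d and were called. The clusters were defined by the paper on these cultures, so the counts are not independent of them. In *cdc8* cells the same rule passed 55 and 11 genes of the MBF clusters of Figure 3d and 28 and 11 of the SBF clusters. In cells arrested by the spindle assembly checkpoint it passed 43 and 9, and 16 and 5.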

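Genes annotated to both SBF and MBF were called periodic in 9 of 24 cases in the first cluster of Figure 3d and in 5 of 5 cases in the second. For Figure 3e the clusters held 9 periodic genes of 22 and 8 of 11. *SWE1*, which encodes a kinase that inhibits Cdk1, had p-values of 0.634 and 0.324 in Cdc20-depleted cells, and the cohesin gene *MCD1* 0.768 and 0.446, so neither was called. *RFA3*, which encodes a subunit of the single-strand DNA binding complex and is in the second cluster, had 0.241 and 0.140 and was called. Both *SWE1* and *MCD1* are in the first cluster.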

Alternatively, oscillations could be driven by transcription factors that bind in addition to SBF or MBF. An overrepresented transcription factor analysis reveals that clusters of genes with different behaviors in Cdc20-depleted cells do indeed have the potential for additional regulation and that distinct regulators may contribute to altered behaviors (Additional file 1: Figure S3 and Table S1). Certainly, further functional analyses will be required to fully understand the behaviors of genes regulated by SBF and MBF across different conditions.

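Of 14 genes for transcription factors of the network among the 856 genes, 10 were called periodic in Cdc20-depleted cells. These included *YHP1*, a repressor gene (0.232 and 0.351), *FKH1*, a subunit of SFF (0.337 and 0.401), *NDD1*, the co-activator gene of SFF (0.228 and 0.208), and *PLM2*, a gene for a protein with a forkhead-associated domain (0.340 and 0.174). *WHI5*, a repressor gene of SBF (0.473 and 0.747), and *FKH2*, the other forkhead gene of SFF (0.894 and 1.00), were not called. By target list, 9 of 15 Hcm1 targets and 4 of 9 MCM cluster genes were called. Of 21 SFF targets, 0 were called. The lists were drawn from known targets before the data were examined, apart from members that the paper's own panels show. In *cdc8* cells the same rule passed 10 of the 14 factors, 12 Hcm1 targets, 8 MCM cluster genes and 4 SFF targets. In cells arrested by the spindle assembly checkpoint these counts were 8, 8, 2 and 0. Passing the rule was thus not particular to Cdc20-depleted cells.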

In Cdc20-depleted cells, we find that targets of all transcription factors of the network oscillator [5,6] except for SBF, Ace2, and Swi5 maintain oscillatory behavior (Additional file 1: Figure S2). Thus, the oscillatory function of the network may be supported by redundant sets of transcription factors. Consistent with this finding, several individual transcription factors within the network oscillator can be perturbed without abrogating transcriptional oscillations [6].

Our data clearly demonstrate that persistent Clb2/Cdk1 activity is not sufficient to inhibit the oscillatory function of the entire network during cell-cycle arrest. Moreover, we have observed that transcriptional oscillations occur in cells arrested by mutation of mitotic and S-phase cyclins [5,6] (Figures 2 and 3). These findings beg the question: do network oscillations always continue regardless of cell-cycle arrest or progression, or are there mechanisms in addition to mitotic CDK that may be necessary to arrest the network oscillator during physiological cell-cycle arrests?

### Checkpoint pathways stall the transcription network oscillator

In normally cycling cells, perturbation of cell-cycle events leads to the activation of checkpoint pathways that subsequently halts cell-cycle progression until events are completed with fidelity [12]. To determine whether cell-cycle checkpoints may be required for a full arrest of transcription factor network oscillations, we measured global transcript dynamics in synchronized populations of cells arrested by two distinct checkpoint mechanisms: the DNA replication checkpoint or spindle assembly checkpoint (Figure 4).

**Figure 4:**
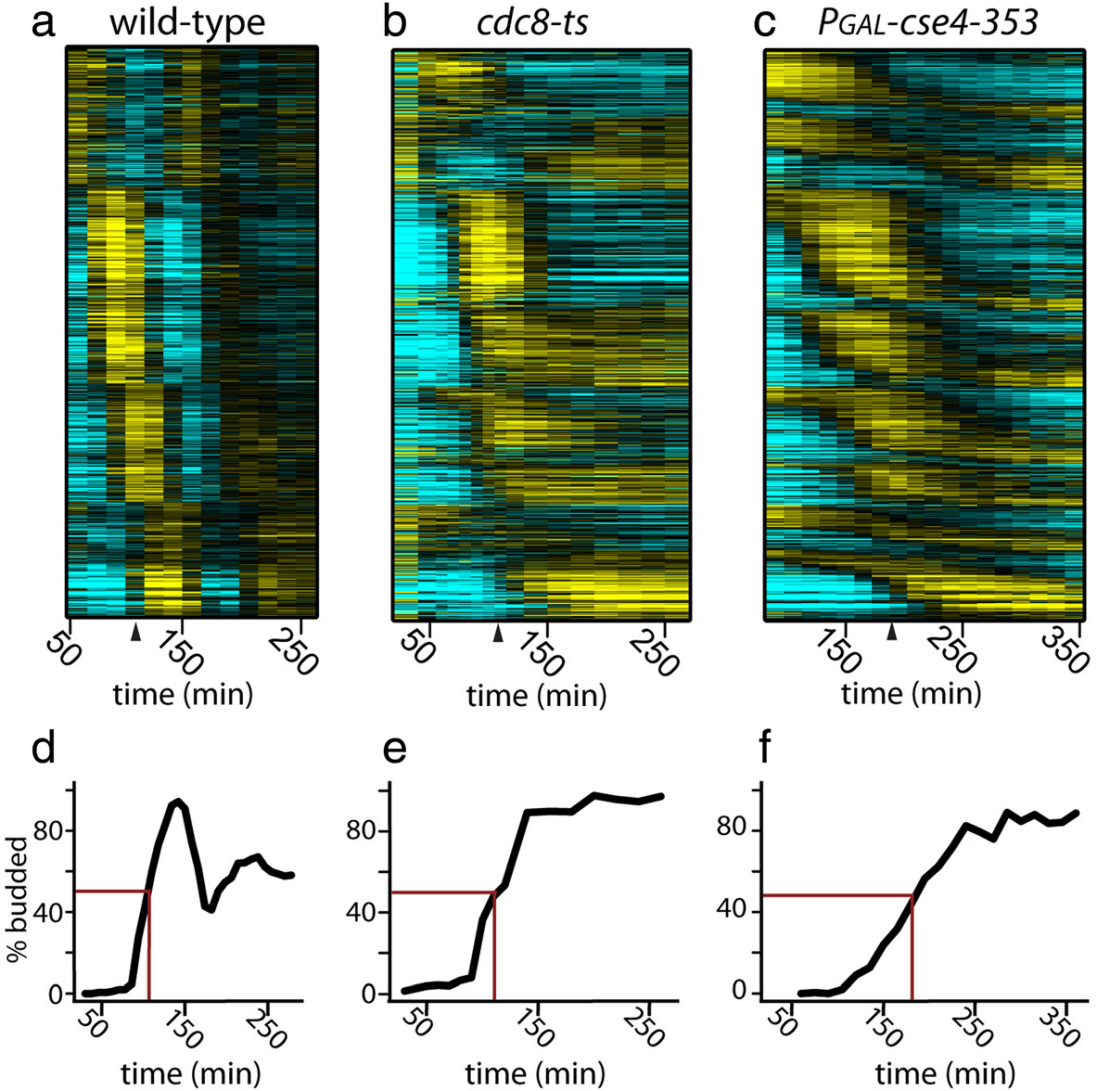
**Dynamics of periodic transcripts are halted during the DNA replication and spindle assembly checkpoints.** Heat maps showing mRNA levels of a set of 856 WT periodic genes in cycling WT cells **(a)**, arrested *cdc8* ^*ts*^ cells (DNA replication checkpoint) **(b)**, and arrested *P*_*GAL*_ *-cse4-353* cells (spindle assembly checkpoint) **(c)**. The same order of genes is shown in all conditions (Additional file 3). Budding indices of WT **(d)**, *cdc8* ^*ts*^ **(e)**, and *GAL1-cse4-353* cells **(f)**. Black line, % budded; red line, 50% one bud **(d-f).**

The DNA replication checkpoint was triggered using a temperature sensitive allele of the thymidylate kinase gene, *cdc8*, to deplete nucleotides [26]. The spindle assembly checkpoint was triggered by constitutive over-expression of a mutant allele of the kinetochore protein, *CSE4* (*P*_*GAL1*_*-cse4-353* [27]), which disrupts spindle organization. Checkpoint-mediated cell-cycle arrest was monitored by measuring budding index, and either DNA content or spindle length (Figure 4d, e, and f and Additional file 1: Figure S4). Genome-wide transcript levels were measured by microarray. 

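The DNA replication checkpoint was read from 16 arrays per culture of *cdc8* cells from 30 to 260 min, at intervals of 10 to 20 min. The spindle assembly checkpoint was read from 18 arrays per culture of *cse4-353* cells from 90 to 345 min, at 15-min intervals in galactose, and its last time point, which carries different times in its labels, was taken as 345 min. Each strain had 2 cultures (n = 2). Array medians of the authors' intensities were 1039 to 1112 and 1028 to 1123 in the *cdc8* cultures, and 1049 to 1149 and 1072 to 1136 in the *cse4-353* cultures. *CSE4*, the overexpressed gene of the kinetochore, had a mean log2 intensity of 14.30 ± 0.01 (SD, n = 2) in *cse4-353* cells and of 8.09 ± 0.11 (SD, n = 2) in *cdc8* cells. *GAL1*, a gene of galactose use, was at 14.46 ± 0.23 (SD, n = 2) and 8.21 ± 0.01 (SD, n = 2). Galactose was the medium of the time course in this strain alone, so effects of the carbon source and of *cse4-353* cannot be told apart. Cells with the *CDC20* construct were shifted from galactose to dextrose. Their highest *GAL1* log2 intensities were 12.93 and 14.12 in the Cdc20-depleted cultures, against 8.35 and 8.44 in the *cdc8* cultures. Comparisons of such cells with *cdc8* cells may thus also carry an earlier difference in carbon source. *cdc8* cells alone carry *BAR1*. Arrest levels were means of log2(intensity + 1) from 180 to 260 min in *cdc8* cells (5 arrays per culture) and from 255 to 330 min in *cse4-353* cells (6 arrays per culture). They were compared with limma in 1 fit of all 9 cultures with 4 residual degrees of freedom, at an adjusted p of 0.05, so that leaving out a culture of any strain with 2 cultures changes the shared spread. The drop from the first peak to the arrest was tested in the same way over the 856 genes. At the arrest, the median difference over all genes was -0.16 for *cdc8* minus Cdc20-depleted cells (-0.07 after quantile normalization) and -0.14 for *cse4-353* minus Cdc20-depleted cells (-0.10).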

Results from two independent replicates were highly reproducible for the DNA replication and spindle assembly checkpoints, with an *r*^*2*^ value of 0.99 and 0.93, respectively (Additional file 1: Figure S4).

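*RNR1* reached first peaks of 19688 and 19726 in the *cdc8* cultures, at 120 and 140 min. *YOX1* peaked at 2824 (90 min) and 2772 (100 min) in *cdc8* cells, and at 2474 (135 min) and 879 (195 min) in *cse4-353* cells. *FKH1* peaked at 1456 and 632 in the *cse4-353* cultures, at 180 and 195 min. The mean intensities of the cultures had an r² of 0.996 for *cdc8* and 0.934 for *cse4-353*, which became 0.923 for *cse4-353* on the log2 scale. Late movement was shared between the *cdc8* cultures, with a median correlation over the 856 genes of 0.558 after removal of a linear trend. For *cse4-353* this median was 0.0269, inside the range of -0.0280 to 0.0575 that 100 shuffles gave, but with the trend kept it was 0.347, outside the -0.0342 to 0.140 of its shuffles.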

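*SWI5* stood at 109% and 122% of its earlier peak at the arrest of *cdc8* cells, and at 83.4% and 92.6% in *cse4-353* cells. *CDC5* was at 123% and 118% in *cdc8* cells, and at 71.2% and 88.2% in *cse4-353* cells. *RAD53*, the checkpoint kinase gene, was at 75.9% and 72.4% in *cdc8* cells and at 36.7% and 48.8% in *cse4-353* cells. Of the 856 genes, 399 in *cdc8* and 289 in *cse4-353* cells were at or above 75% of their first peak in both cultures, and 75 and 39 were below 50%. After removal of a linear trend, the late SD of log2 intensity had a median over these genes of 0.107 ± 0.004 (SD, n = 2) in *cdc8* cells, 0.108 ± 0.029 (SD, n = 2) in *cse4-353* cells and 0.133 ± 0.0001 (SD, n = 2) in Cdc20-depleted cells. These differences in movement were not tested. Probe sets outside the 856 genes had medians of 0.124 and 0.117 in the Cdc20-depleted cultures and 0.106 and 0.123 in the *cdc8* cultures. In the *cse4-353* cultures they were 0.127 and 0.0818, so movement was of like size outside the periodic genes.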

Previous genomic studies utilizing non-synchronized cells identified only a handful of transcripts that appeared to be regulated by the DNA replication or damage checkpoints [28], yet we observe that nearly the entire cell-cycle-regulated transcriptional program appears to halt in response to these checkpoints (Figure 4a-c, Additional file 1: Figure S5 and S6). Our ability to identify these broad changes in transcriptional dynamics likely reflects the use of synchronous populations of cells and high-density sampling across a time series. A recent study using synchronous cells and lower density sampling also indicates that the expression of large clusters of cell-cycle regulated genes is affected by activation of the DNA replication checkpoint [29]. 

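*HUG1*, a gene of the DNA damage checkpoint, was higher at the arrest of *cdc8* cells than of *cse4-353* cells, by a log2 difference of 5.70 (standard error 0.17, adjusted p = 1.77e-06 from limma, n = 2 per strain). *DUN1*, which encodes a kinase downstream of Rad53, was higher by 1.63 (standard error 0.10, adjusted p = 6.43e-05 from limma). *HOF1*, of cytokinesis, was lower, with a difference of -2.03 (standard error 0.16, adjusted p = 0.000144 from limma), as was *BNS1*, of mitotic exit, with -2.69 (standard error 0.15, adjusted p = 4.31e-05 from limma). Of all probe sets, 1007 were higher and 1119 lower in *cdc8* cells, and 340 of them were among the 856 genes. The number called was 949 without *cdc8* replicate 1 and 992 without *cdc8* replicate 2. *CLB2* did not pass, at a log2 difference of -0.17 (standard error 0.22, adjusted p = 0.571 from limma).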

Interestingly, we find that transcriptional behaviors at the arrest point are distinct for the two checkpoints (Figure 4b, c; Figure 5).

**Figure 5:**
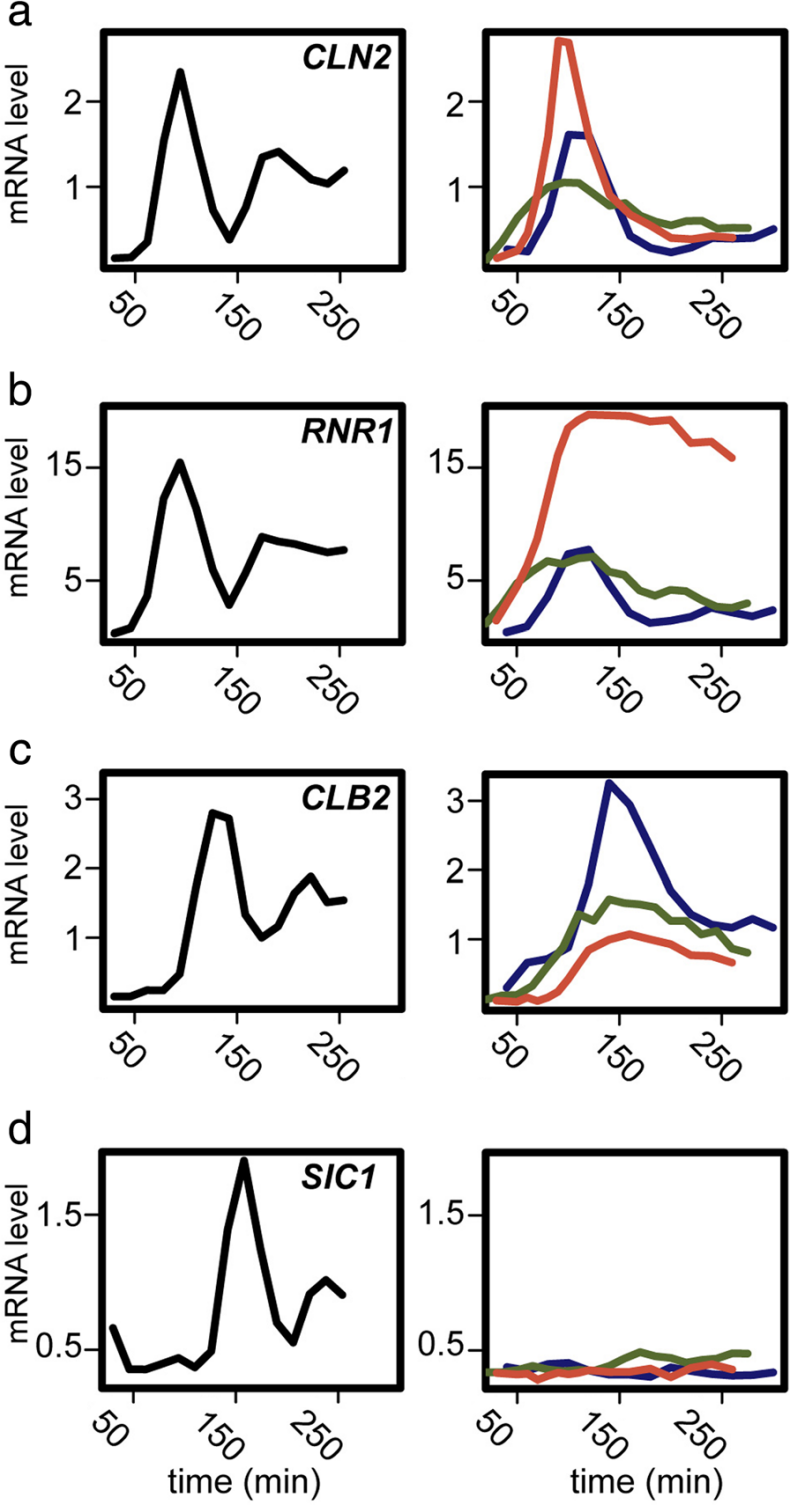
**Oscillating transcripts arrest with distinct behaviors during cell-cycle checkpoints.** Absolute mRNA levels (arbitrary expression units) are shown for periodic genes in normally-cycling WT cells (black; left), Cdc20-depleted cells (CDK ‘on’) (blue; right) DNA replication checkpoint-arrested cells (*cdc8* ^*ts*^) (red; right), and spindle assembly checkpoint-arrested cells (*P*_*GAL*_ *-cse4-353*) (green; right) **(a-d)**. mRNA levels from arrested *cdc8* ^*ts*^ cells (DNA replication checkpoint) and arrested *P*_*GAL*_ *-cse4-353* cells (spindle assembly checkpoint) were temporally aligned on the graph at the point where 50% of the synchronized population had budded. *CLN2* (SBF target) **(a)**, *RNR1* (MBF target) **(b)**, *CLB2* (SFF target) **(c)**, and *SIC1* (Ace2/Swi5 target).

### Checkpoints arrest oscillatory dynamics with distinct behaviors

Transcript oscillations came to a halt with a variety of different behaviors, suggesting that multiple transcription factors within the network are regulated differentially by each checkpoint (Figure 5). 

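*RNR1* dropped less from its first peak in *cdc8* than in *cse4-353* cells, by a log2 difference of 1.09 (standard error 0.14, adjusted p = 0.00274 from limma, n = 2 per strain). *TOS6* dropped more in *cdc8* cells, with a difference of -2.44 (standard error 0.23, adjusted p = 0.000998 from limma). *CLN2* also dropped more, by -1.21 (standard error 0.25, adjusted p = 0.0147 from limma), a call that was lost without *cdc8* replicate 1 (adjusted p = 0.116 from limma) or replicate 2 (adjusted p = 0.0641 from limma). Over the 856 genes, 93 kept more of their first peak in *cdc8* cells and 88 kept less. The number called was 31 without *cdc8* replicate 1, 35 without *cdc8* replicate 2, 318 without *cse4-353* replicate 2 and 115 without either culture that lacks Rad53 activity. Among 20 SBF targets, 2 kept more and 9 kept less in *cdc8* cells, and the latter count became 3 and 4 without *cdc8* replicate 1 and 2. From such differences between the arrests, the paper proposes that each checkpoint acts on several factors of the network and that Clb2/Cdk1 works together with other checkpoint effectors.

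**Figure D1:**
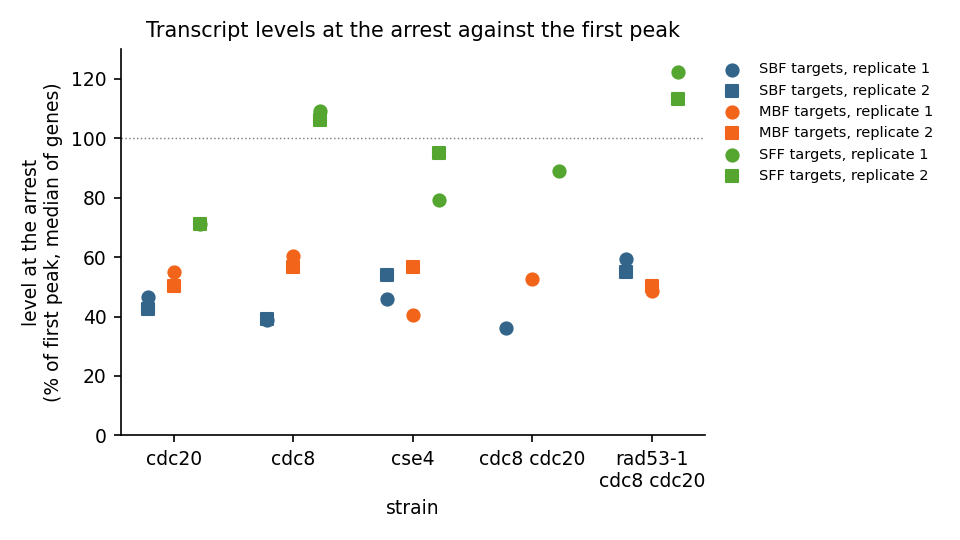
Level at the arrest in percent of the first peak, as the median over 20 SBF, 31 MBF and 21 SFF targets, with a point for each culture of each strain (1 culture for *cdc8 cdc20*). SFF targets lie at 109% and 106% in *cdc8* cells and at 71.2% and 71.3% in Cdc20-depleted cells. The first peak is the highest intensity before the arrest window, and it depends on the sampling interval, which differs between strains.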

Clues to the mechanisms by which checkpoints control the transcriptional network are evident when examining specific clusters of co-regulated genes. For example, a set of MBF-regulated genes is persistently expressed during the DNA replication checkpoint (Additional file 1: Figure S7 and S8). By contrast, MBF-regulated genes are expressed for one cycle and subsequently repressed during the spindle assembly checkpoint (Figure 5b). 

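*RNR1* stood at 17729 and 18884 at the arrest of *cdc8* cells, 90.0% and 95.7% of its first peak. *NRM1* was at 78.4% and 79.5%, *CDC21* at 60.4% and 58.6%, and *POL1* at 51.0% and 46.7%. Of 31 MBF targets among the 856 genes, 6 were at or above 75% of their first peak in both cultures and 4 were below 50%. Against Cdc20-depleted cells, *RNR1* was higher by a log2 difference of 3.09 (standard error 0.13, adjusted p = 1.55e-05 from limma, n = 2 per strain), and *PLM2* by 2.80 (standard error 0.11, adjusted p = 1.55e-05 from limma). *MCD1*, a cohesin gene, was higher by 1.68 (standard error 0.17, adjusted p = 0.000267 from limma). Of 33 measured MBF targets, 11 were higher and 4 lower (9 and 4 when adjusted over the list alone), and the counts were 7 and 2 without Cdc20-depleted replicate 2 and 6 and 2 without either *cdc8* culture. Camera placed the list above other genes at an adjusted p of 0.0166 with a preset correlation of 0.01 between genes, and at an adjusted p = 0.306 with an estimated correlation.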

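*RNR1* stood at 40.7% and 48.0% of its first peak at the arrest of *cse4-353* cells, *CDC21* at 19.5% and 42.9%, and *POL1* at 24.7% and 35.8%. *CDC9*, the DNA ligase gene, was lower than in Cdc20-depleted cells, with a log2 difference of -1.01 (standard error 0.20, adjusted p = 0.00583 from limma, n = 2 per strain), while *RNR1* was higher, at 0.69 (standard error 0.13, adjusted p = 0.00565 from limma). Of 33 MBF targets, 16 were lower and 2 higher than in Cdc20-depleted cells (16 and 2 adjusted over the list alone), and 10 and 1 without Cdc20-depleted replicate 2. Camera placed the list below other genes at an adjusted p of 0.0347, and at an adjusted p = 0.330 with an estimated correlation. Against *cse4-353* cells, *cdc8* cells had 20 MBF targets higher and 0 lower (21 and 0 adjusted over the list alone), among them *CDC21* at 1.65 (standard error 0.13, adjusted p = 0.000138 from limma) and *RFA3* at 0.81 (standard error 0.12, adjusted p = 0.00255 from limma). The higher genes numbered 10 without *cdc8* replicate 1 and 12 without *cdc8* replicate 2. For this comparison the adjusted p of camera was 6.42e-07 with the preset correlation, and an adjusted p = 0.208 with an estimated correlation.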

Persistent expression of MBF targets during the DNA replication checkpoint is consistent with the behavior of MBF targets during replication checkpoint activation in fission yeast, *Schizosaccharomyces pombe* [30]. Studies in *S. pombe* indicate checkpoint control of MBF activity is mediated by Rad53-dependent regulation of the MBF activator Cdc10 [30] and the co-repressor Nrm1 [31]. Recent reports indicate Rad53 inactivates Nrm1 as part of the DNA replication checkpoint in *S. cerevisiae* [29,32]. Likewise, downregulation of SBF targets in both DNA replication checkpoint- and spindle assembly checkpoint-arrested cells, as in Cdc20-depleted cells, suggest that stabilization of Clb2 by inhibition of APC^Cdc20^ may be responsible for control of this regulon (Figure 5a, Additional file 1: Figure S7 and S8). 

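*CLN2* stood at 15.8% and 19.3% of its first peak at the arrest of *cdc8* cells and at 30.5% and 53.2% in *cse4-353* cells. Its log2 difference from Cdc20-depleted cells was 0.42 in *cdc8* cells (standard error 0.16, adjusted p = 0.0562 from limma, n = 2 per strain), which did not pass, and 0.63 in *cse4-353* cells (standard error 0.16, adjusted p = 0.0144 from limma), a call lost without Cdc20-depleted replicate 1 (adjusted p = 0.0857 from limma) and with the last 5 time points (0.385). Of 20 SBF targets among the 856 genes, 11 in *cdc8* and 6 in *cse4-353* cells were below 50% of their first peak in both cultures, and the medians were 38.9% and 39.3% in *cdc8* cells and 45.9% and 54.1% in *cse4-353* cells. *RSR1* was lower than in Cdc20-depleted cells under both checkpoints, by -1.01 in *cdc8* (standard error 0.11, adjusted p = 0.000406 from limma) and -1.56 in *cse4-353* cells (standard error 0.11, adjusted p = 8.25e-05 from limma). *SWE1* was higher in *cdc8* cells, by 1.27 (standard error 0.13, adjusted p = 0.000355 from limma), and the cyclin gene *PCL1* in *cse4-353* cells, by 2.23 (standard error 0.12, adjusted p = 2.60e-05 from limma). Of 22 measured SBF targets, 8 were higher and 2 lower in *cdc8* cells (8 and 2 adjusted over the list alone), and 11 were higher and 5 lower in *cse4-353* cells (11 and 6). Camera gave an adjusted p of 0.0148 for *cdc8* with the preset correlation and an adjusted p = 0.310 with an estimated correlation, and 0.0951 for *cse4-353* with the preset correlation.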

The positive feedback between Clb2/Cdk1 and SFF results in persistent target expression, but not at elevated levels compared to normally cycling cells or Cdc20-depleted cells (Figure 5c, Additional file 1: Figure S9). This finding indicates some unknown mechanism may modulate the transcript level of SFF-regulated genes. 

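*CLB2* stood at 76.7% and 77.5% of its first peak at the arrest of *cdc8* cells, and at 67.7% and 74.5% in *cse4-353* cells. Its log2 difference from Cdc20-depleted cells was -0.57 in *cdc8* cells (standard error 0.22, adjusted p = 0.0579 from limma, n = 2 per strain) and -0.41 in *cse4-353* cells (standard error 0.22, adjusted p = 0.165 from limma), so neither passed. *CDC5* was lower in *cdc8* cells, by -0.66 (standard error 0.11, adjusted p = 0.00277 from limma), and so was *SWI5*, by -1.09 (standard error 0.23, adjusted p = 0.00642 from limma). Of 21 SFF targets among the 856 genes, 21 in *cdc8* and 12 in *cse4-353* cells were at or above 75% of their first peak in both cultures, and 0 were below 50%. In the *cdc8* cultures their medians were 109% and 106%, so as a set they stood above their highest earlier intensity. Keeping more, as counted below, thus need not mean that a peak was held. Of 22 measured SFF targets, 0 were higher and 15 lower in *cdc8* than in Cdc20-depleted cells (0 and 17 adjusted over the list alone), with camera at an adjusted p of 0.0050 and at an adjusted p = 0.449 with an estimated correlation. In *cse4-353* cells, 4 were higher and 6 lower (camera's adjusted p with the preset correlation, 0.943), counts that became 3 and 3 without Cdc20-depleted replicate 1 or either *cdc8* culture and 1 and 1 without Cdc20-depleted replicate 2. Relative to the first peak, 14 kept more in *cdc8* than in Cdc20-depleted cells and 0 kept less, and 7 and 6 kept more without *cdc8* replicate 1 and 2.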

Swi5- and Ace2-regulated clusters exhibit similar transcript dynamics in cells arrested by the two checkpoints, as well as Cdc20-depleted cells (Figure 5d, Additional file 1: Figure S10). Taken together, these observations suggest that persistent Clb2/Cdk1 acts in concert with other checkpoint effectors to fully arrest the network oscillator.

### Rad53, a DNA replication checkpoint effector kinase, arrests transcript oscillations

Rad53, APC^Cdc20^/Clb2-Cdk1, and Dun1 are effector protein kinases known to control transcription in response to activation of the DNA replication checkpoint [28,33]. As much of the DNA replication checkpoint kinase signaling is downstream of Rad53, we asked how ablating the checkpoint-signaling pathway downstream of Rad53 would affect cell-cycle transcriptional oscillations. We measured global transcript dynamics in synchronized populations of cells depleted of Cdc20 (CDK ‘on’; *cdc20;P*_*GALL*_*-CDC20*) and lacking Rad53 activity (*rad53-1*, also known as *rad53-11* [34-37]) during the DNA replication checkpoint (full genotype: *cdc20Δ;P*_*GALL*_*-CDC20;cdc8*^*ts*^*;rad53-1*). Cdc20 was depleted in addition to triggering the checkpoint to prevent cells from progressing through the cell cycle, as Rad53 is necessary for checkpoint-mediated cell-cycle arrest. A G1-synchronized population of *cdc20;P*_*GALL*_*-CDC20;cdc8*^*ts*^*;rad53-1* cells was collected by centrifugal elutriation, and suspended in dextrose-containing growth medium at time 0 min. 

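Cells lacking Rad53 activity (*rad53-1 cdc8 cdc20*) were measured in 2 cultures of 20 arrays each, from 18 to 360 min at 18-min intervals, and *cdc8 cdc20* cells with Rad53 in 1 culture of 20 arrays at the same times. The authors' intensities had array medians of 1013 to 1157 and 1048 to 1174 in the *rad53-1* cultures and of 1092 to 1146 in the *cdc8 cdc20* culture. *RAD53* itself had a mean log2 intensity of 8.27 ± 0.004 (SD, n = 2) in *rad53-1* cells and 8.78 in *cdc8 cdc20* cells, and because the allele changes the kinase and not its promoter, the transcript does not check the label. *URA3*, a marker gene that the listed genotypes give to both strains, was at 8.87 ± 0.01 (SD, n = 2) in *rad53-1* cells and at 9.69 in *cdc8 cdc20* cells. It was at 12.50 ± 0.07 (SD, n = 2) in Cdc20-depleted and 12.63 ± 0.22 (SD, n = 2) in *cse4-353* cells, which carry the same marker, and at 10.85 ± 0.05 (SD, n = 2) in *cdc8* cells, whose genotype lists none, so that *URA3* goes against the labels of the *rad53-1* and *cdc8 cdc20* strains. *BAR1* went with the labels, since both genotypes list *bar1*. It was at 6.49 ± 0.21 (SD, n = 2) in *rad53-1* cells and 6.53 in *cdc8 cdc20* cells, against 11.39 in *cdc8* cells. *CDC8* was at 10.80 ± 0.16 (SD, n = 2) in *rad53-1* cells and 10.42 in *cdc8 cdc20* cells. Arrest levels were taken from 162 to 234 min (5 arrays per culture) and compared in the limma fit described for the checkpoints. The single *cdc8 cdc20* culture had no replicate, so its spread was assumed to equal that of the other strains. Genes were called periodic on the first 13 time points with p at most 0.5 at a test period between 92 and 153 min, in both *rad53-1* cultures or in the 1 *cdc8 cdc20* culture.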

Aliquots of cells were collected at 18-min intervals for 360 min (two experimental replicates). Genome-wide transcript levels were assayed at each time point by microarray. Cell-cycle progression and subsequent arrest was monitored by observing bud formation (Additional file 1: Figure S11).

Results from two independent replicates were highly reproducible, with an *r*^*2*^ value of 0.99 (Additional file 1: Figure S11). 

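*CLN2* peaked at 72 min in both cultures without Rad53 activity, at intensities of 4028 and 3204. *NDD1* reached 1490 and 1577 at 90 min, and *TOF1* 1545 and 1483 at 72 min. *HHF1* peaked at 19510 (108 min) and 18288 (126 min). Across all probe sets, the mean intensities of the cultures had an r² of 0.994. After removal of a linear trend, the late course of the 856 genes had a median correlation of 0.688 between the cultures.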

We compared these mRNA expression patterns to a synchronous population of cells arrested by the DNA replication checkpoint with Cdc20 depleted (*cdc8*^*ts*^;*cdc20;P*_*GALL*_*-CDC20*). A G1-synchronized population of *cdc20;P*_*GALL*_*-CDC20;cdc8*^*ts*^ cells was collected and analyzed as described above for *cdc20;P*_*GALL*_*-CDC20;cdc8*^*ts*^*;rad53-1* cells (one experimental replicate). 

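*AFI1*, of polarity establishment, was higher at the arrest of *cdc8 cdc20* cells than of *cdc8* cells, by a log2 difference of 3.15 (standard error 0.16, adjusted p = 0.000246 from limma, 1 against 2 cultures). *BAR1* was lower, by -4.38 (standard error 0.37, adjusted p = 0.00145 from limma), and so was the transketolase gene *TKL2*, by -4.12 (standard error 0.27, adjusted p = 0.000547 from limma). *CLN2*, at -0.18 (standard error 0.19, adjusted p = 0.648 from limma), and *CLB2*, at -0.07 (standard error 0.26, adjusted p = 0.912 from limma), did not pass. The mean intensities of *cdc8 cdc20* cells and of *cdc8* replicate 1 had an r² of 0.923 across probe sets. In the comparison with both *cdc8* cultures, 183 probe sets were higher and 158 lower. The number called was 186 without either Cdc20-depleted culture, 45 and 67 without *cdc8* replicate 1 and 2, 130 without either *rad53-1* culture and 1286 without either *cse4-353* culture. Of 22 SBF targets, 1 was higher and 6 lower (1 and 8 adjusted over the list alone), and the lower genes numbered 2 without either Cdc20-depleted culture and 0 without either culture of *cdc8* or *rad53-1*. Camera's adjusted p was 7.73e-05 with the preset correlation, and adjusted p = 0.246 with an estimated correlation.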

Gene transcript levels were very similar to *cdc8*^*ts*^ replicate one, with an *r*^*2*^ value of 0.92 (Additional file 1: Figure S11).

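*HEM4*, of heme synthesis, had p-values of 0.0499 and 0.0331 in the cultures without Rad53 activity, and *NDC1*, of the nuclear pore, 0.0499 and 0.0305. *ALG5*, a glucosyltransferase gene, had 0.0483 and 0.0552, and *TOS6* 0.0558 and 0.0529. The median late SD of log2 intensity over the 856 genes was 0.153 ± 0.008 (SD, n = 2) without Rad53 activity and 0.0788 in the 1 culture with it, a difference that was not tested. Probe sets outside the 856 genes moved alike, at 0.158 and 0.145 without Rad53 activity and 0.0844 with it, so the difference is not particular to the periodic genes.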

The loss of Rad53 activity during the replication checkpoint restored a substantial portion of periodic transcript oscillations (Figure 6a and b). Although there are virtually no periodic genes in cells arrested in by the DNA replication checkpoint (Figures 4, 5, and 6b), 343 genes out of the set of 856 genes that cycle in WT cells, returned to cycling in cells that lack Rad53 activity (Additional file 3). Moreover, we find that periodic behavior is restored to some but not all cell-cycle transcription factors (Figure 6d-g), yet cell-cycle transcription oscillations are restored on a large scale (Figure 6a). 

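*TOS6*, *SVS1* (p-values of 0.0812 and 0.0475) and *PRY2* (0.0742 and 0.0422) were among 246 of the 856 genes (28.7%) called periodic without Rad53 activity. Outside the 856 genes, 797 of 4860 probe sets (16.4%) were called. *TOS6* (0.0319 and 0.0326) and *PRY2* (0.0292 and 0.0295) also passed in *cdc8* cells, which have Rad53. Without Rad53 activity *CSI2*, with 0.139 and 0.138, was called as well, while *RNR1* (0.646 and 0.357) and *KIP2* (1.00 in both) were not. The shuffled 95th percentile was 70.7 genes, and the permutation p was 0.0099, the smallest that 100 shuffles can give. In the 1 *cdc8 cdc20* culture, 202 genes (23.6%) passed, below a shuffled 95th percentile of 324 (permutation p = 0.238). With a linear trend removed this turned, as 556 genes passed there against a percentile of 334 (permutation p = 0.0198), beside 551 without Rad53 activity. That strain's count rests on a single culture, and a single *rad53-1* culture gave 330 genes without replicate 1 and 330 without replicate 2. Each culture was shuffled on its own, and a gene had to pass in every culture. The shuffled median was thus 97.5 genes for the 1 *cdc8 cdc20* culture and 6 for the *rad53-1* cultures, so the percentiles of these strains cannot be compared. Shuffling also breaks up a single wave, so these p-values do not separate a single wave from repeated ones. From the return of oscillations without Rad53, the paper proposes that this kinase takes part in arresting transcription of the network in the DNA replication checkpoint.

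**Figure D2:**
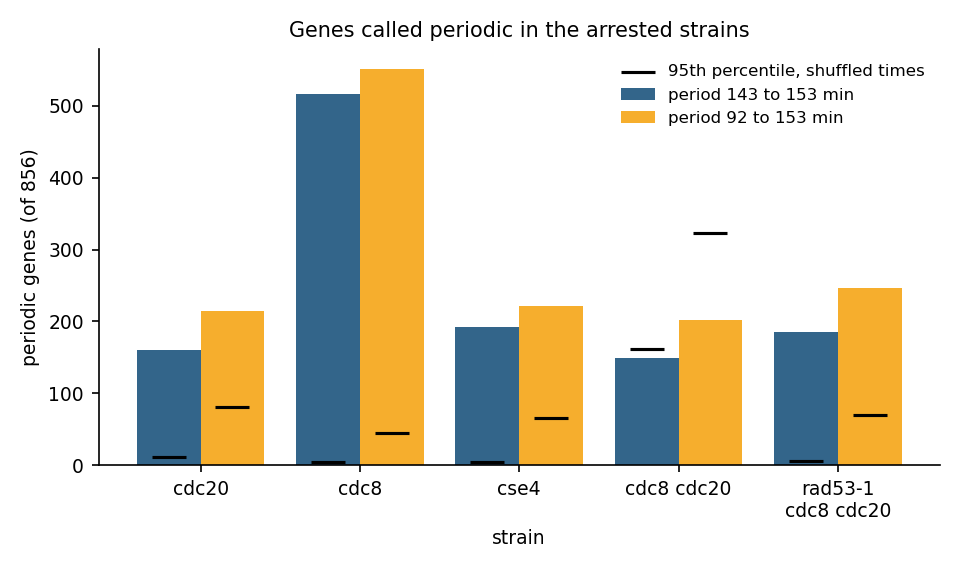
Number of the 856 genes called periodic in each strain, for a period of 148 min and for periods of 92 to 153 min, with the 95th percentile of 100 shuffles of the time points as a black line. The *cdc8* bars reach 516 and 551 genes, and the *cdc8 cdc20* bars, from 1 culture, lie below their shuffled percentile, which they exceed (433 and 556 genes) when a linear trend is removed. A gene had to pass in every culture of a strain, so the line of the strain with 1 culture cannot be compared with the others.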

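*YOX1* was periodic without Rad53 activity (p-values of 0.384 and 0.294) and its arrest level was higher than in *cdc8 cdc20* cells, by a log2 difference of 2.27 (standard error 0.31, adjusted p = 0.00278 from limma, 2 cultures against 1), a call lost with the last 5 time points as the window (adjusted p = 0.177). *FKH1* was periodic (0.134 and 0.152), and its level differed by 0.72 (standard error 0.19, adjusted p = 0.0278 from limma), a call lost without *rad53-1* replicate 1 (adjusted p = 0.110 from limma), *rad53-1* replicate 2 (0.0945), either Cdc20-depleted culture (0.0501) or either *cdc8* culture (0.0566). *NDD1* was not periodic (0.536 and 0.644), although its level was higher by 1.11 (standard error 0.17, adjusted p = 0.00408 from limma), a call also lost with the last 5 time points (0.406). *STB1* (0.0894 and 0.192), *HCM1* (0.0610 and 0.173), *PLM2* (0.229 and 0.164), *TOS4* (0.108 and 0.149) and *NRM1* (0.340 and 0.166) were periodic, so that 7 of 14 network factors were called. With Rad53, 6 of the 14 passed the same rule in the 1 *cdc8 cdc20* culture and 10 in *cdc8* cells. The count of 7 therefore does not isolate an effect of Rad53. Of 18 measured network factors, 6 were higher and 2 lower at the arrest (7 and 2 adjusted over the list alone), counts that became 3 and 2 without either Cdc20-depleted or *cdc8* culture, 9 and 5 without either *cse4-353* culture and 2 and 2 without either *rad53-1* culture.

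**Figure D3:**
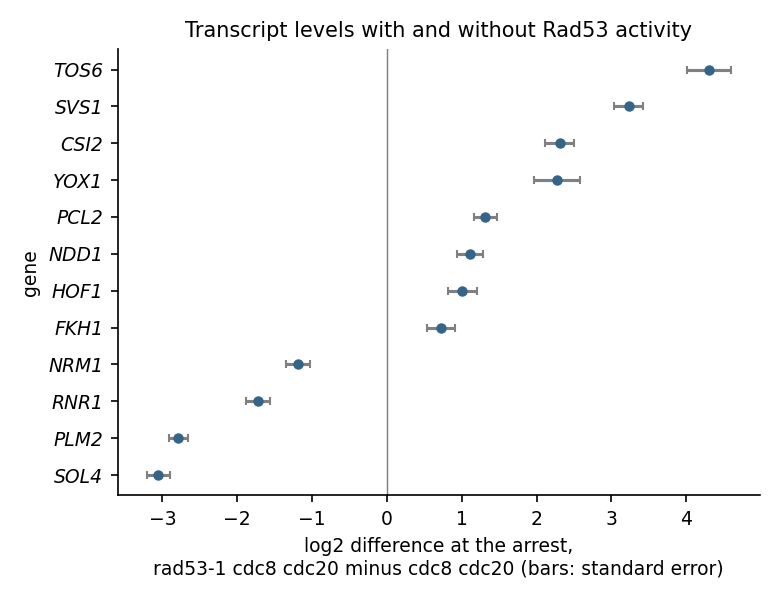
Log2 difference at the arrest between *rad53-1 cdc8 cdc20* (2 cultures) and *cdc8 cdc20* cells (1 culture) for genes of the network and its targets and for *SOL4*, a stress gene outside the 856 genes, with the standard error from limma as bars. The values run from 4.30 for *TOS6* to -2.79 for *PLM2* among the former, and *SOL4* is at -3.05.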

A number of SBF-regulated genes, such as Yox1, become periodic in the absence of Rad53 activity, suggesting that the DNA replication checkpoint kinases are responsible for arresting SBF-mediated transcription in addition to MBF/Nrm1-regulated genes (Figure 6d, Additional file 1: Figure S12).

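*YOX1* stood at 1558 and 1563 at the arrest without Rad53 activity, 33.7% and 35.5% of its first peak, and at 320 in *cdc8 cdc20* cells, 9.12% of it. *TOS6* was higher without Rad53 activity by a log2 difference of 4.30 (standard error 0.29, adjusted p = 0.000325 from limma, 2 cultures against 1), *SVS1* by 3.23 (standard error 0.19, adjusted p = 0.000294 from limma) and *CSI2* by 2.31 (standard error 0.20, adjusted p = 0.000608 from limma). *PCL1* was higher by 5.03 (standard error 0.15, adjusted p = 1.41e-05 from limma). Of 22 SBF targets, 10 were higher and 1 lower (10 and 2 adjusted over the list alone), or 4 and 0 with the last 5 time points as the window, and 13 of 20 within the 856 genes were periodic. Of these 20, 2 passed the same period rule in the 1 *cdc8 cdc20* culture and 19 in *cdc8* cells, which also have Rad53. Camera gave an adjusted p of 0.00218 with the preset correlation and an adjusted p = 0.296 with an estimated correlation. Among MBF targets, the genes called lower included *PLM2* at -2.79 (standard error 0.13, adjusted p = 0.0001 from limma), *RNR1* at -1.72 (standard error 0.16, adjusted p = 0.000926 from limma) and *NRM1* at -1.19 (standard error 0.16, adjusted p = 0.00276 from limma), while 25 of 33 were not called. None was higher by limma and 8 were lower (8 when adjusted over the list alone), or 5 lower without either *cdc8* culture or *rad53-1* replicate 2, 4 without *rad53-1* replicate 1, and 2 higher and 14 lower without either *cse4-353* culture. For these targets camera gave an adjusted p of 0.0101, and an adjusted p = 0.296 with an estimated correlation.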

**Figure 6:**
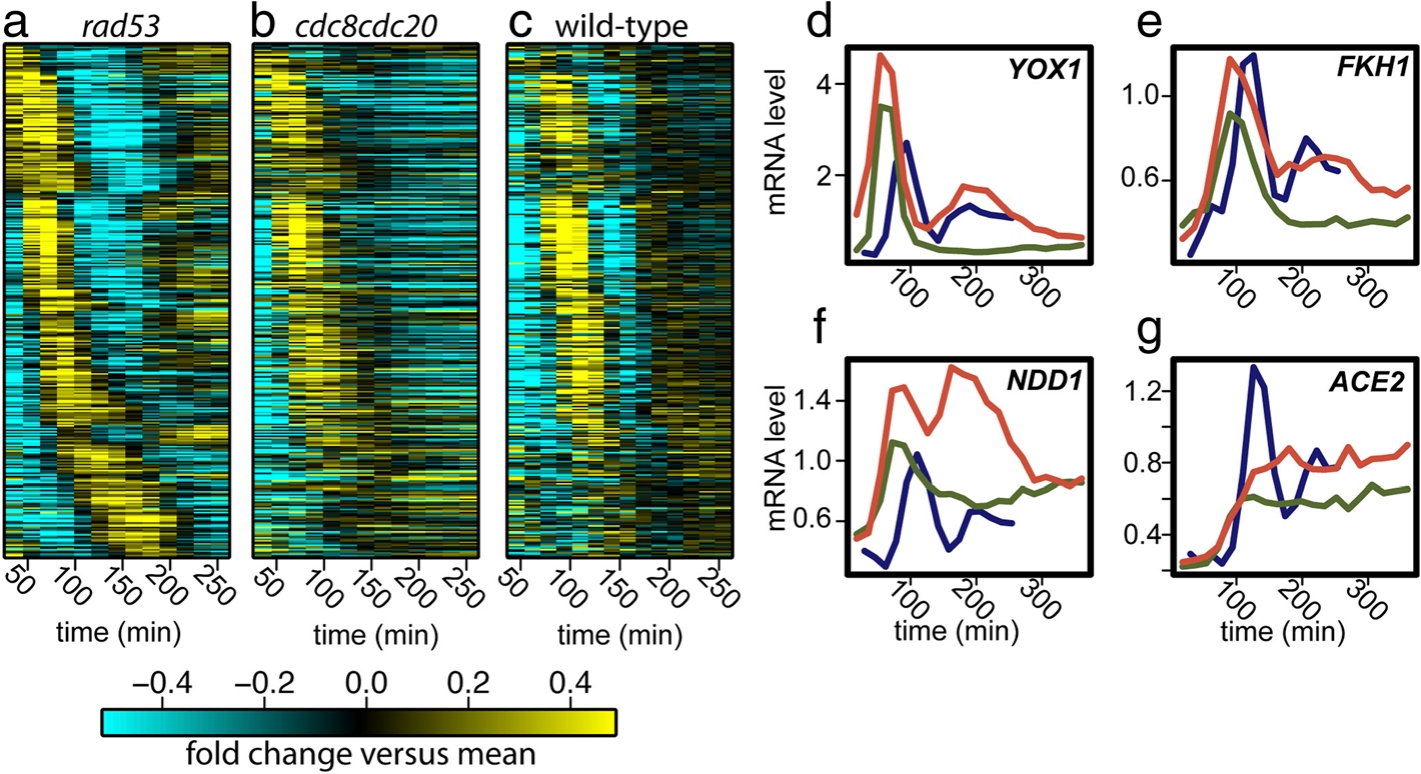
**Periodic transcription is partially restored in the absence of Rad53 activity during the DNA replication checkpoint.** Heat maps showing mRNA levels of a set of 343 WT periodic genes in cell-cycle arrested *cdc8* ^*ts*^ *;P*_*GALL*_ *-CDC20;cdc20;rad53-1* cells (DNA replication checkpoint without Rad53 kinase activity) **(a)**, arrested *cdc8* ^*ts*^ *;cdc20;P*_*GALL*_ *-CDC20* cells (DNA replication checkpoint) **(b)**, and cycling WT cells **(c)**. The same order of genes is shown in all conditions (Additional file 3). Transcript levels are depicted as log_2_-fold change relative to the mean expression and are depicted as in Figure 2. Transcript dynamics are shown for individual genes: *YOX1* **(d)**, *FKH1* **(e)**, *NDD1* **(f)**, and *ACE2* **(g)**. Log_2_-fold mRNA levels for periodic genes in *cdc8* ^*ts*^ *;P*_*GALL*_ *-CDC20;cdc20;rad53-1* (no Rad53 activity; red), *cdc8* ^*ts*^ *;P*_*GALL*_ *-CDC20;cdc20* (DNA replication checkpoint; green), and WT (blue) cells **(d-g)**.

Taken together, these findings indicate that Rad53 and its downstream effectors are responsible for regulating a large fraction of checkpoint-regulated genes. However, because the transcriptional program does not appear fully WT after the loss of Rad53, it is likely that there are effectors in addition to Rad53 and APC^Cdc20^ acting on the network during the replication checkpoint.

## Discussion

The results presented herein suggest that the transcription network is not simply a CDK-subordinate mechanism that can produce spurious oscillations when CDK activities are limiting. Even when stabilized mitotic CDK inhibits a large portion of the network, it is still capable of driving oscillations with a period nearly identical to the period observed in cells lacking mitotic CDKs (Figures 2 and 3). Consistent with previous observations [6], CDK can modulate various aspects of oscillator function, yet oscillations produced by the transcription network are clearly robust to substantial changes in CDK levels. Moreover, we demonstrate that two distinct checkpoint pathways both act to halt transcript dynamics during a cell-cycle arrest (Figures 4, 5, and 6), suggesting the importance of maintaining coordination between cell-cycle progression and network oscillator dynamics.

In addition to its role in coordinating the DNA-replication checkpoint response, our results indicate that the checkpoint effector kinase, Rad53, collaborates with stabilized mitotic kinases in order to arrest oscillations in the cell-cycle transcription network during the checkpoint (Figure 6). Some of the behaviors observed (Figure 6) could be an indirect effect of Rad53’s regulation of the checkpoint kinase, Dun1 [38,39]. Moreover, the fact that approximately half of the genes in a *rad53-1;cdc8*^*ts*^*;cdc20;P*_*GALL*_*-CDC20* cells resume oscillation (Figure 6a) leaves open the possibility that the checkpoint kinase, Mec1 [37,40] or other checkpoint-dependent mechanisms are regulating the other genes in the cell-cycle transcription network. Further studies will be needed to precisely identify the comprehensive set of checkpoint mechanisms that control the function of the network, and to identify the set of transcription factors that are under regulation. Nonetheless, our results are certainly consistent with reports of Rad53-mediated phosphorylation targeting cell-cycle transcription factors upon activation of the DNA replication checkpoint in *S. cerevisiae* [29,32,35,41,42], and *S. pombe* [30,31,43].

Although the results of our studies (and others) indicate that multiple transcription factors within the cell-cycle-network are targets of the replication checkpoint, SBF and MBF are likely to be important targets based on the fact that they control genes involved in DNA metabolism [24,25]. Mechanisms have been proposed for the regulation of MBF and SBF by Rad53 and mitotic cyclin/CDK, and these mechanisms predict distinct behaviors of SBF- and MBF-regulated genes in cells arrested by the DNA checkpoint [29,32,35]. Just as observed in the Cdc20-depleted cells, the behaviors observed for SBF- and MBF-regulated genes in the *rad53-1;cdc8*^*ts*^*;cdc20;P*_*GALL*_*-CDC20* cells are not fully consistent with expectations (Figure 6a and d and Additional file 1: Figure S12). For example, it is surprising that several SBF-regulated genes resume oscillation in *rad53-1;cdc8*^*ts*^*;cdc20;P*_*GALL*_*-CDC20* cells (Figure 6d and Additional file 1: Figure S12), because persistent Clb2/Cdk1 (due to Cdc20 depletion) should continue to inhibit SBF transcription (Figure 1) even in the absence of Rad53 activity [8]. It is unlikely that these unexpected behaviors are the result of mis-annotation the SBF and MBF gene lists. Analyses of behaviors across multiple checkpoint and Cdc20-depletion conditions illustrates that genes annotated as SBF- or MBF-regulated do not always have consistent and distinct behaviors across all conditions (Figure 3d and e, Additional file 1: Figures S7, S12, and S13). It is likely that there are additional layers of control for SBF- and MBF-regulated transcription that vary across conditions. For example, SBF/MBF switching has been observed during checkpoint responses [32]. It is also possible that additional transcription factors may contribute to the regulation of SBF and MBF targets in different conditions (Additional file 1: Figures S3, S5, and S6 and Tables S1, S2, and S3).

Despite its identification around the same time as the replication checkpoint, the spindle assembly checkpoint targets have not been exhaustively identified [44,45]. Although there are multiple effector kinases in the DNA replication checkpoint pathway that have transcriptional targets, Clb2/Cdk1 in the Cdc20 effector pathway of the spindle assembly checkpoint is the only one known to target transcription factors [8,17,46,47]. Because Cdc20 depletion on its own does not halt oscillations of the entire transcriptional program (Figures 2 and 3), it is clear there are other effector pathways in the spindle assembly checkpoint that are responsible for regulating transcription. Identification of these pathways and targets will further our understanding of how the spindle assembly checkpoint controls the transcriptional network oscillations.

## Conclusion

Taken together, our findings suggest that checkpoint pathways evolved to regulate both cell-cycle progression and transcription in order to maintain phase coherence between cell-cycle progression and the transcription network oscillator. Here, we propose a new cell-cycle model in which two functional modules, CDK and checkpoints, are intimately coupled with a transcription network that serves as an underlying cell-cycle oscillator (Figure 7).

**Figure 7:**
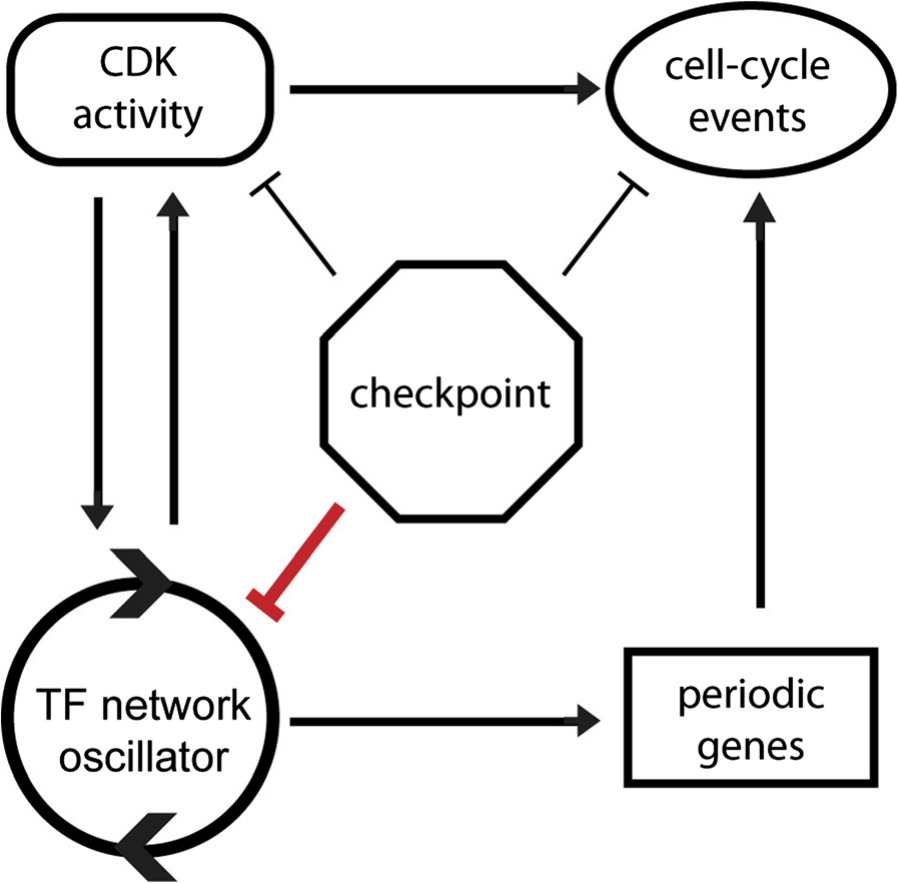
**A new model of cell-cycle regulation.** Cell cycle model depicting relationships between checkpoints, CDKs, transcription network oscillator, periodic genes, and cell-cycle events.

## Materials and methods

### Strains and cell synchronization

WT and all mutant strains of *S. cerevisiae* are derivatives of BF264-15Dau and were constructed by standard yeast methods. A description of all yeast strains and plasmids used in this study are outlined in Additional file 1: Table S4. Standard growth conditions were used. Cells were synchronized as previously described [5,6].

### RNA isolation and microarray analysis

For all global mRNA level studies, total RNA was isolated at time intervals by methods described previously [3]. RNA was purified and concentrated using the RNAeasy MinElute Cleanup Kit (QIAGEN). mRNA amplification and fluorescent labeling was done using either the GeneChip One Cycle Labeling (Affymetrix) or the Ambion MessageAmp Premier kit (Ambion Biosystems). Labeled cDNA was hybridized to Yeast 2.0 Expression arrays (Affymetrix) and image collection was carried out by the Duke Microarray Core Facility [48] using standard Affymetrix protocols.

### Data access

Newly generated gene expression microarray data from this manuscript have been submitted to the NCBI Gene Expression Omnibus [49] under accession number GSE49650.

## Additional files

Additional file 1:
**Information and accompanying figures on methods used to identify periodic genes.**
Additional file 2:
**Table listing the deLichtenberg and Lomb-Scargle rankings and** ***P*** **values for identifying periodic genes across all genetic backgrounds.**
Additional file 3:
**Table listing the WT periodic genes based on de Lichtenberg and Lomb-Scargle rankings and whether these genes remain periodic in other genetic backgrounds.**

# Supplementary material for: Checkpoints couple transcription network oscillator dynamics to cell-cycle progression
**Source:** Genome Biol. 2014 Sep 5;15(9):446. doi: 10.1186/s13059-014-0446-7
**Supplement:** Additional file 1: — Information and accompanying figures on methods used to identify periodic genes.

Supplementary Information to accompany “Checkpoints Couple Transcription Network Oscillator Dynamics to Cell Cycle Progression”

By Sara L. Bristow, Adam R. Leman, Laura A. Simmons Kovacs, Anastasia Deckard, John Harer, and Steven B. Haase

Additional Methods

Data Normalization

CEL files from the Affymetrix Yeast 2.0 oligonucleotide arrays generated from this study (*cdc20Δ;P_{GALL}-CDC20*, *cdc8^{ts}*, *P_{GAL}-cse4-353*, *cdc8^{ts};cdc20Δ;P_{GALL}-CDC20*, and *rad53;cdc8^{ts};cdc20Δ;P_{GALL}-CDC20*) and those from previous studies (wild-type and *clb1,2,3,4,5,6*) [1] were normalized and summarized using the dChip [2] method from the *affy* package (v. 1.32.1) in Bioconductor [3] within the R statistical programming environment [4]. The probes specific to *S. pombe* were removed using the *s_cerevisiae.msk* file from Affymetrix before normalizing the CEL files. The command used to normalize and summarize the CEL files was `expresso(inputdata, normalize.method= "invariantset", bgcorrect.method= "none", pmcorrect.method= "pmonly", summary.method= "liwong", verbose= TRUE)`.

Calculating Wild-Type Cell-Cycle Period and Identifying Periodic Gene Sets

We have previously measured cell-cycle period in wild-type cells using CLOCCS [5]. However, the cell-cycle period output by CLOCCS only takes into account a homogenous population of mother cells, while the actual wild-type population contains a mix of mother cells and daughter cells in the second cell cycle. To account for this heterogeneity, we averaged the mother cell-cycle period (λ) and the daughter cell-cycle period ($\lambda + \delta$) for each wild-type replicate using the outputs from CLOCCS [1, 5]. The result of this average increased the original cell-cycle period used in analysis from 77.1 minutes in replicate 1 and 85.0 minutes in replicate 2 to 97.8 minutes in replicate 1 and 102.6 minutes in replicate 2.

We applied the deLichtenberg algorithm to the wild-type transcript dynamics data using the new mother/daughter-averaged cell-cycle period [6]. At a p-value cutoff of $p \leq 0.2$, we identified 1,912 wild-type periodic genes (Additional Files 2 and 3). Of the 1,275 periodic genes from

Orlando *et al* [1], 1010 genes were also classified as oscillating at the mother/daughter-averaged cell-cycle period. In addition to a large overlap with Orlando *et al* [1], the averaged cell-cycle period adds 902 periodic genes.

Additionally, periodicity of wild-type gene expression dynamics was scored using the Lomb-Scargle algorithm across a range of periods from 50 minutes to 300 minutes [4, 7, 8]. The output for each wild-type replicate can be found in Additional File 2. We chose a period of 97 minutes with a ten-minute window around that average cell-cycle period, and a p-value cutoff of $p \leq 0.5$. This results in 991 periodic genes in wild-type cells (Additional File 3). Note that the period identified by Lomb-Scargle using expression profiles is very similar to the mother-daughter-averaged period derived from budding index by CLOCCS algorithm above.

Using only genes identified as periodic in both the deLichtenberg and Lomb-Scargle analyses, we generated a high-confidence wild-type periodic gene list. This results in a wild-type periodic gene list containing 856 genes (Figures 2 and 4, Additional Files 2 and 3).

Methods for Identifying periodic genes in P_{GALL} -CDC20 cells

In previous studies, we have used Pearson correlation as a basis to identify wild-type cell-cycle regulated genes that maintain periodicity in cells depleted for CDK activity (*clb1,2,3,4,5,6* and *cdc28-4*) [1, 9]. While Pearson correlation has successfully identified genes that look the same across two experimental conditions, this method does not directly address what genes in these conditions are periodic. Additionally, Pearson correlation methods score transcript dynamics as similar even if only one cycle of periodic expression agrees and the remaining dynamics do not match. Utilizing this approach may lead to incorrect classification of genes that remain periodic in CDK “on” (Cdc20-depleted) cells.

To identify oscillating gene expression dynamics in non-wild-type cells, each non-wild-type replicate was run through the Lomb-Scargle algorithm at the same period range as wild-type cells [4, 7, 8]. We did not use the deLichtenberg algorithm to analyze these data sets due to the permutation-based method to score periodicity and amplitude [6]. This method makes comparing outputs difficult to do since permuting the data will be different with every experiment.

Cells arrested with persistent mitotic CDK activity do not display any observable periodic oscillations at the microscopic level ($P_{GALL-CDC20}$; Figure S1). Thus, identifying the period of expected oscillations had to be done using transcript dynamics data. 

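On the first 13 time points of the Cdc20-depleted cultures, most genes passed at a period of 200 min, the longest tested, with 207 of the 856 genes. At 148 min the count was the one used for the periodic list. *KIP1*, which encodes a kinesin and is a target of Hcm1, had its strongest period at 179 and 170 min in the cultures. *NDD1* had 170 and 155 min, and *HCM1* 136 and 162 min. The periodogram grid placed 14 test periods between 92 and 153 min.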

To generate a periodic gene list for these datasets, a ten-minute period range centered on 148 minutes was selected because the Lomb-Scargle algorithm classifies the largest number of genes at this period and p-value cutoff. To be consistent with the period range chosen for the wild-type gene lists, a ten-minute period range with a p-value cutoff of $p \leq 0.5$ was selected to generate a periodic gene list.

This method resulted in 420 genes called periodic in cells with stable mitotic CDK activity. 

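Outside the 856 genes, 84 of 4860 probe sets (1.73%) were called periodic in both cultures of Cdc20-depleted cells, so that 4.29% of all probe sets were called. *CRH1* and *GAS2*, both of the cell wall, were among the genes called within the list, with strongest periods of 148 min in replicate 1. *GIN4*, at its strongest periods of 136 and 170 min, passed as well. By 1 culture alone, 544 probe sets passed without replicate 1 and 662 without replicate 2.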

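The list of genes that the paper marks as periodic in Cdc20-depleted cells held 206 of the 856 genes, as read from the paper's additional file. *SWI5*, *CDC5* and *CLB2* carry the paper's mark and were not called here. *YOX1*, *RNR1*, *PCL2* and *NRM1* were called here and carry no mark. *POL1*, *CDC21*, *HCM1* and *NDD1* were in both sets.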

Of the periodic genes called from Lomb-Scargle, 208 of those genes are also found in the restrictive periodic list (Additional File 3). The remaining wild-type periodic genes not found to be periodic in CDK “on” cells lose periodicity after the first wave of expression (Figure 2). We were curious about the 214 periodic genes identified in cells with constitutive mitotic CDK activity but not found in the wild-type restrictive periodic gene list. Of these 214 genes, 70 genes were identified by the deLichtenberg algorithm and 14 genes were identified by Lomb-Scargle in wild-type cells. The remaining 130 periodic genes were not identified as periodic in wild-type cells.

Clustering gene lists based on transcript dynamics

Both the DNA replication and spindle assembly checkpoints also arrest with persistent mitotic CDK activity and no observable cell-cycle oscillations ($cdc8^{ts}$ and $P_{GAL1-10-cse4-353}$; Figure S4). The bulk of wild-type periodic genes arrest their oscillatory behavior during these two checkpoints (Figure 4).

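*KAR3*, which encodes a kinesin, had the lowest worse p-value in *cse4-353* cells, at 0.0734 and 0.0534, followed by *RFA1*, at 0.0758 and 0.0680. *PRY2*, a sterol-binding protein gene, led in *cdc8* cells, at 0.0292 and 0.0295, followed by *DOT1*, a histone methyltransferase gene, at 0.0292 and 0.0315. With the rule used for Cdc20-depleted cells, 516 of the 856 genes (60.3%) passed in *cdc8* and 192 (22.4%) in *cse4-353* cells. Outside the 856 genes, 2762 of 4860 probe sets (56.8%) passed in *cdc8* and 195 (4.01%) in *cse4-353* cells, so in *cdc8* cells the rule hardly separates the periodic genes from others. Shuffled time points gave a 95th percentile of 5.05 genes in each strain. Without a replicate, the *cse4-353* count was 346 (replicate 1) and 291 (replicate 2), and the *cdc8* count 582 and 596. When 13 time points of *cdc8* were spread over its whole course instead of taken from its start, 182 genes passed, an alternative chosen after the data had been seen. *RNR1*, which stayed near its first peak in *cdc8* cells, was not called in that strain (0.611 and 0.652). The rule asks for a wave with a period of 148 min within 13 time points and does not ask for a second peak.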

To differentiate between the different gene expression behaviors during the checkpoint, the high-confidence wild-type periodic gene list was clustered using affinity propagation [10] with the gene expression dynamics for the DNA replication checkpoint ($cdc8$; Figure S5) or for the spindle assembly checkpoint ($P_{GAL1-10-cse4-353}$; Figure S6). To identify potential transcriptional regulators of each cluster of genes, we performed a transcription factor over-representation analysis based on the q -value method [2] using the documented binding information curated by Yeastract [3]. A transcription factor was called over-represented in a cluster if its q -value was less than or equal to 0.01. The top five transcription factors are listed next to each cluster (Figures S5 and S6). Additional over-represented transcription factors are listed in

Supplementary Tables 2 and 3. Similar analyses were performed on Cdc20-depleted cells (Figures S3). Additional over-represented transcription factors are listed in Supplementary Table 1.

Identifying periodic behaviors in checkpoint-arrested cells

By visual inspection, we identified two clusters in the DNA replication checkpoint (clusters 7 and 18, Figure S5) and 2 clusters in the spindle assembly checkpoint (clusters 6 and 14, Figure S6) that may exhibit periodic behaviors. Upon visual inspection of the individual genes included in these clusters, only approximately 34 genes remain periodic during the DNA replication checkpoint and 18 genes remain periodic during the spindle assembly checkpoint.

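*TOS6* had periodogram p-values of 0.0319 and 0.0326 in *cdc8* cells, and *MNN2*, a mannosyltransferase gene, 0.0292 and 0.0357. *YCS4*, which encodes a condensin subunit, had 0.0935 and 0.0622 in *cse4-353* cells, and the spindle pole gene *SPC110* 0.0954 and 0.0458. Periods of 92 to 153 min were passed by 551 genes (64.4%) in *cdc8* and 221 (25.8%) in *cse4-353* cells, or 381 and 352 in *cse4-353* cells without replicate 1 and 2. At a p of at most 0.1 and a period of 148 min, 140 genes passed in *cdc8* and 7 in *cse4-353* cells. Genes passing in both Cdc20-depleted and *cdc8* cells numbered 122, where independent lists would share 97.1, and in both Cdc20-depleted and *cse4-353* cells 92, where they would share 36.1. No gene was judged by eye.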

Identifying periodic genes in *cdc8^{ts}, P_{GALL}-CDC20, rad53-1* cells

Cells arrested by the *cdc8^{ts}* allele, and depleted for CDC20, but without Rad53 signaling display a large number of periodic oscillations. To generate a periodic gene list for these datasets, we used our truncated Rad53 gene lists to 13 time points so that we could compare the p-values generated by periodic algorithms to other datasets (see above). 

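Over all 5716 probe sets, 1043 were called periodic without Rad53 activity at periods of 92 to 153 min, and 797 of them lay outside the 856 genes. *NDC1* had its strongest test period at 155 min in replicate 1 and 148 min in replicate 2, and *HEM4* at 142 and 148 min. *CRH1* had 155 and 148 min, and *RFA1*, of DNA replication, 131 and 126 min. A single culture passed 1554 probe sets without replicate 1 and 1793 without replicate 2.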

Lomb-Scargle classifies 2399 genes over a periodic range of 92-153 minutes with a p-value of ≤ 0.5 . By taking this wide range of periodic behaviors, genes that are not part of the cell-cycle transcription program may be included. To further restrict the gene list, we compared this list to our wild-type restrictive periodic gene list. This method resulted in 343 of the *cdc8^{ts}, P_{GALL}-CDC20, rad53-1* periodic genes that were also found in the wild-type periodic gene list. These genes were called the *cdc8^{ts}, P_{GALL}-CDC20, rad53-1* cell-cycle periodic gene list (Additional File 3).

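Of 341 genes that carry the paper's mark for periodicity without Rad53 activity in the copy of its additional file, 203 were called here. *YOX1*, *FKH1*, *TOS6*, *SVS1* and *PRY2* carry the mark and were called. *NDD1*, *CLB2* (p-values of 0.513 and 0.841) and *YHP1* (0.228 and 0.537) carry the mark and were not called. *NRM1* was called and carries no mark. In the *rad53-1* cultures, 185 genes passed at 148 min alone. Of those, 61 also passed in Cdc20-depleted cells, where independent lists would share 34.8.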

Protein Isolation and Immunoblotting

For the immunoblots shown in Figure S1, cells were removed from a synchronous culture at the indicated times post-release and protein was isolated. Briefly, cells were lysed in a modified RIPA lysis buffer (50 mM Tris-HCl, pH 7.5; 250 mM NaCl; 20 mM Na₂P₄O₇; 50 mM NaF, 2 mM EDTA, 1% NP-40, 1 mM Na₃VO₄, 1 mM DTT, 0.1 mg/ml PMSF, 1 µg/ml each leupeptin, aprotinin, and pepstatin A) by vortexing with glass beads. Lysates were clarified by high speed centrifugation and protein concentration was measured by A₂₈₀ on a Biophotometer (Eppendorf NA, Hauppauge, NY).

Next, lysates were subjected to SDS-PAGE and transferred to Immobilon-FL PVDF membranes (EMD-Millipore USA, Billerica, MA). Infrared labeled immunoblotting was performed using the following antibodies: mouse anti-HA (Roche Diagnostics, Indianapolis, IN), mouse anti-PSTAIR (Abcam, Inc., Cambridge, MA), and IRDye 800 conjugated goat anti-mouse (Li-Cor Biosciences, Lincoln, NE). Labeled PVDF membranes were analyzed with a Li-Cor Odyssey Infrared Imaging System (Li-Cor Biosciences, Lincoln, NE). Signal was quantified using Image J software (National Institutes of Health, USA) and normalized to anti-PSTAIR.

Supplementary Figures

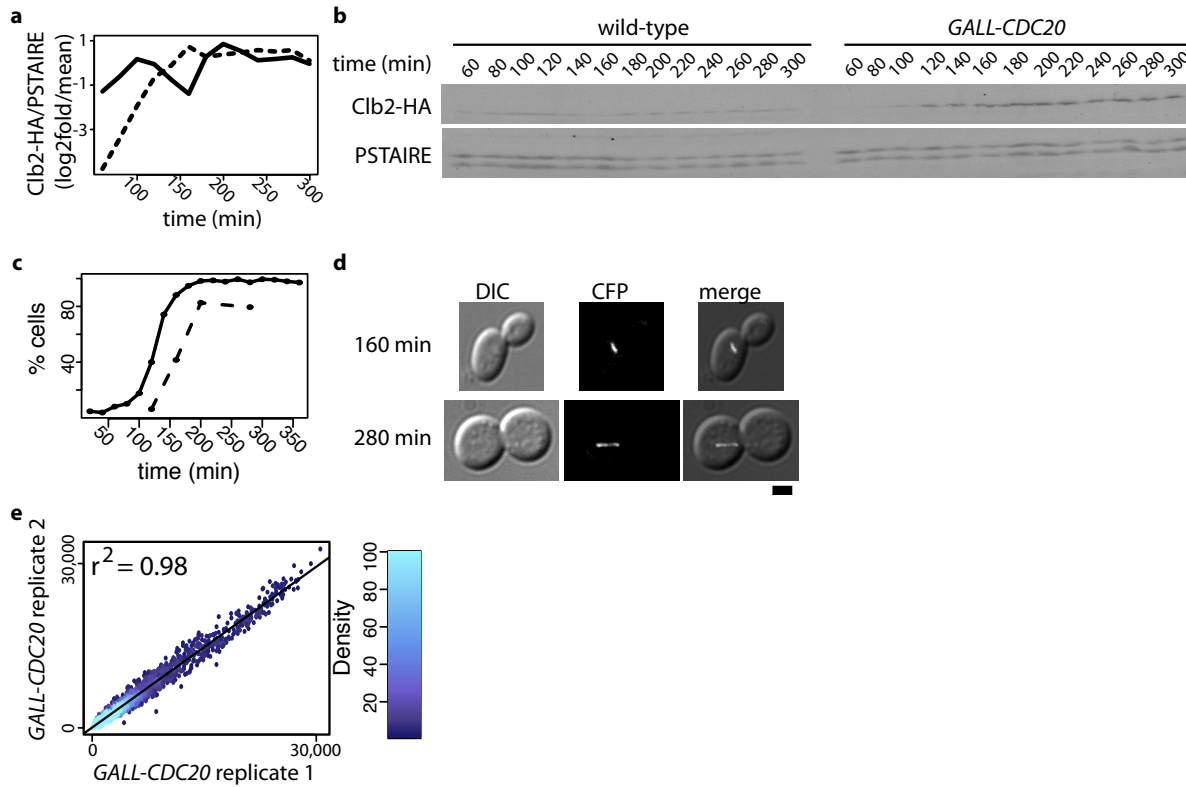

Figure S1 |Additional controls and analyses related to P_{GALL} -CDC20 experiments.

Dynamics of Clb2 protein levels were measured in P_{GALL} -CDC20;*cdc20* and wild-type cells by tagging Clb2 with an HA tag. Quantified levels of Clb2 protein normalized to PSTAIRE and log₂-transformed relative to the mean (**a**). Solid line, wild-type cells; dashed line, P_{GALL} -CDC20;*cdc20* cells. Representative blot of three replicate experiments of Clb2-HA levels in wild-type or P_{GALL} -CDC20;*cdc20* (CDK “on”) cells (**b**). Dynamics of budding (solid line) and short spindle formation (dashed line) in G1-synchronized P_{GALL} -CDC20 (CDK “on”) cells released into dextrose-containing medium (**c**). These cells terminally arrest with a large bud (left, right panel) and short spindle (CFP-tubulin) (middle, right panel) Bar is 5μm (**d**). Reproducibility of P_{GALL} -CDC20;*cdc20* replicates (**e**). For each probe, the absolute mean expression value/1000 was calculated and plotted (arbitrary units) for each replicate. Coloring of each dot indicates the density of points surrounding the probe in a square with length 500 centered on that point. These data were fitted to a linear model and the corresponding r^2 value is given.

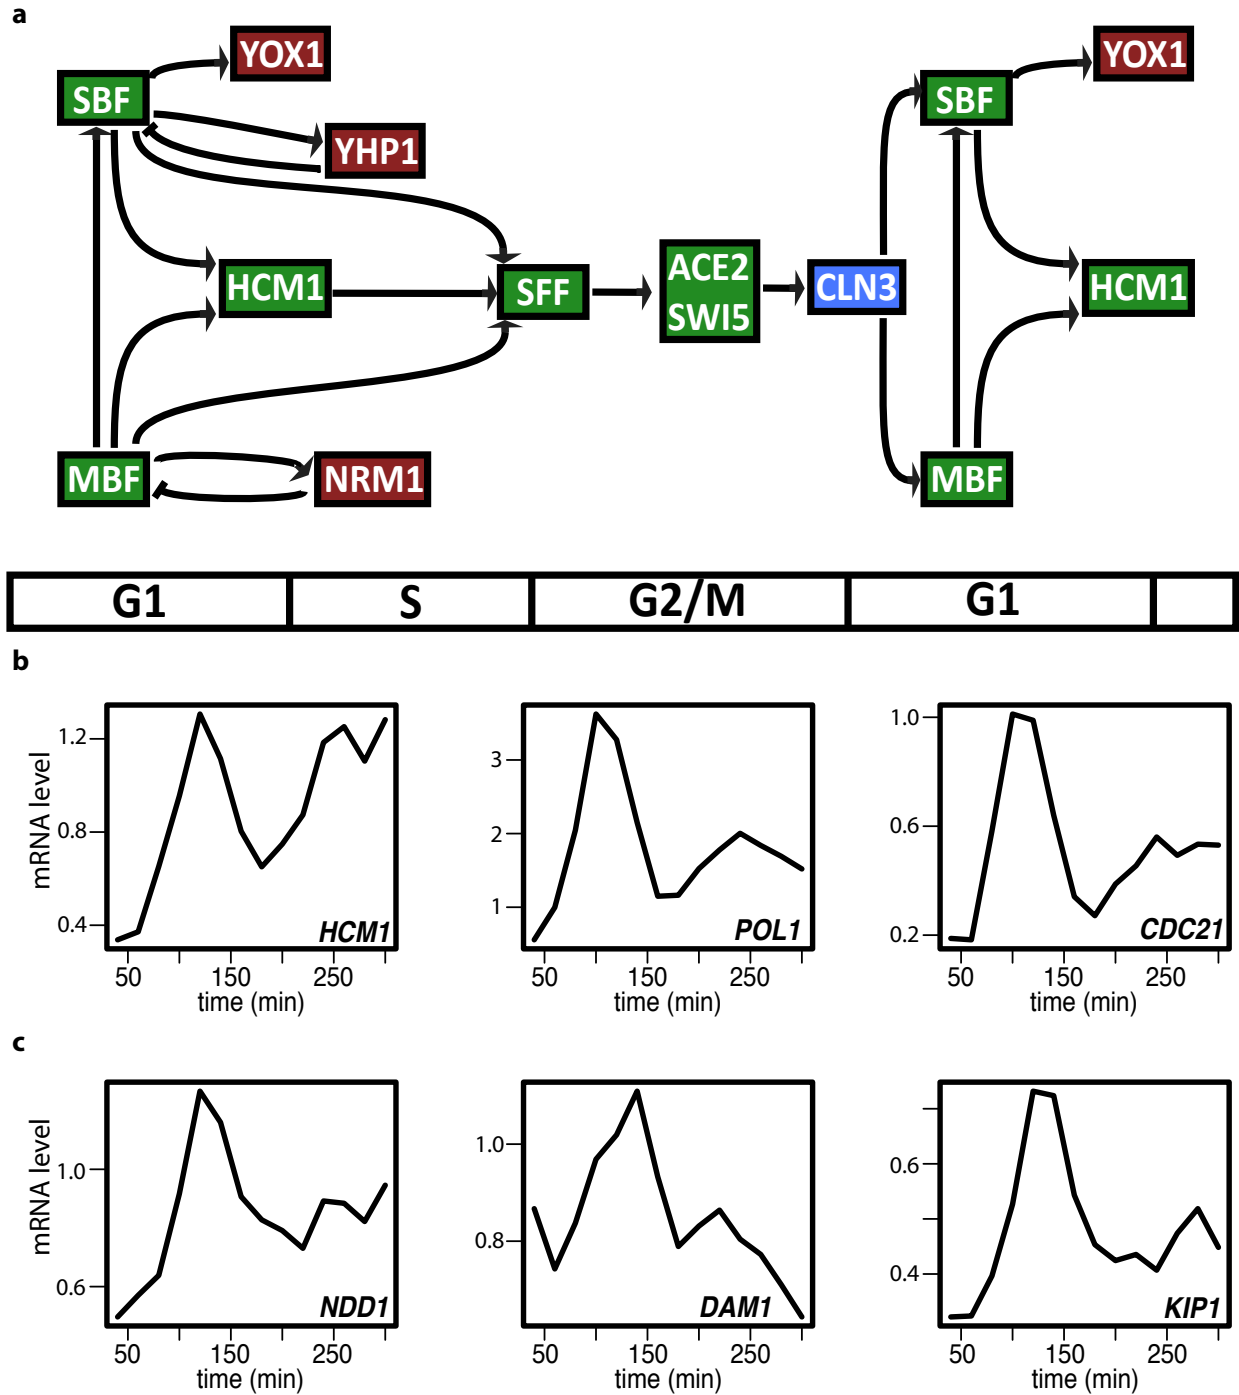

Figure S2 | Additional analyses related to the network transcription factors. Transcription factor network with nodes representing transcription factors; activators are green and repressors are red. Edges indicate that the upstream transcription factor can bind to the promoter of the downstream transcription factor [1] (a). Absolute mRNA levels (arbitrary expression units) for canonical MBF targets that continue to oscillate in $P_{GALL}\text{-}CDC20\text{:}cdc20$ (CDK “on”) (b). Absolute mRNA levels (arbitrary expression units) for canonical Hcm1 targets that continue to oscillate in $P_{GALL}\text{-}CDC20\text{:}cdc20$ (CDK “on”) (c).

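*RNR1* peaked at 7746 in replicate 1 (120 min) and at 10648 in replicate 2 (100 min) of the Cdc20-depleted cultures, and stood at 25.5% and 22.4% of those peaks at the arrest. *CDC21* stood at 48.0% and 44.7% of its first peak, and *POL1* at 48.8% and 39.9%. *RFA3* was at 74.3% and 65.2%, and the cohesin gene *SMC1* at 63.3% and 54.2%. Of 31 MBF targets among the 856 genes, 12 were below 50% in both cultures and 2 were at or above 75% in both, with medians of 54.9% and 50.4%.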

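*FKH1* stood at 54.7% and 46.3% of its first peak at the arrest of the Cdc20-depleted cultures, and *NDD1* at 65.1% and 68.5%. *KIP1* was at 61.7% and 55.3%, and *YHP1* at 49.6% and 43.7%. The spindle gene *DAM1* had periodogram p-values of 0.988 and 0.715 and was not called periodic. Of 15 Hcm1 targets among the 856 genes, 3 were below 50% of their first peak in both cultures and 3 were at or above 75%.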

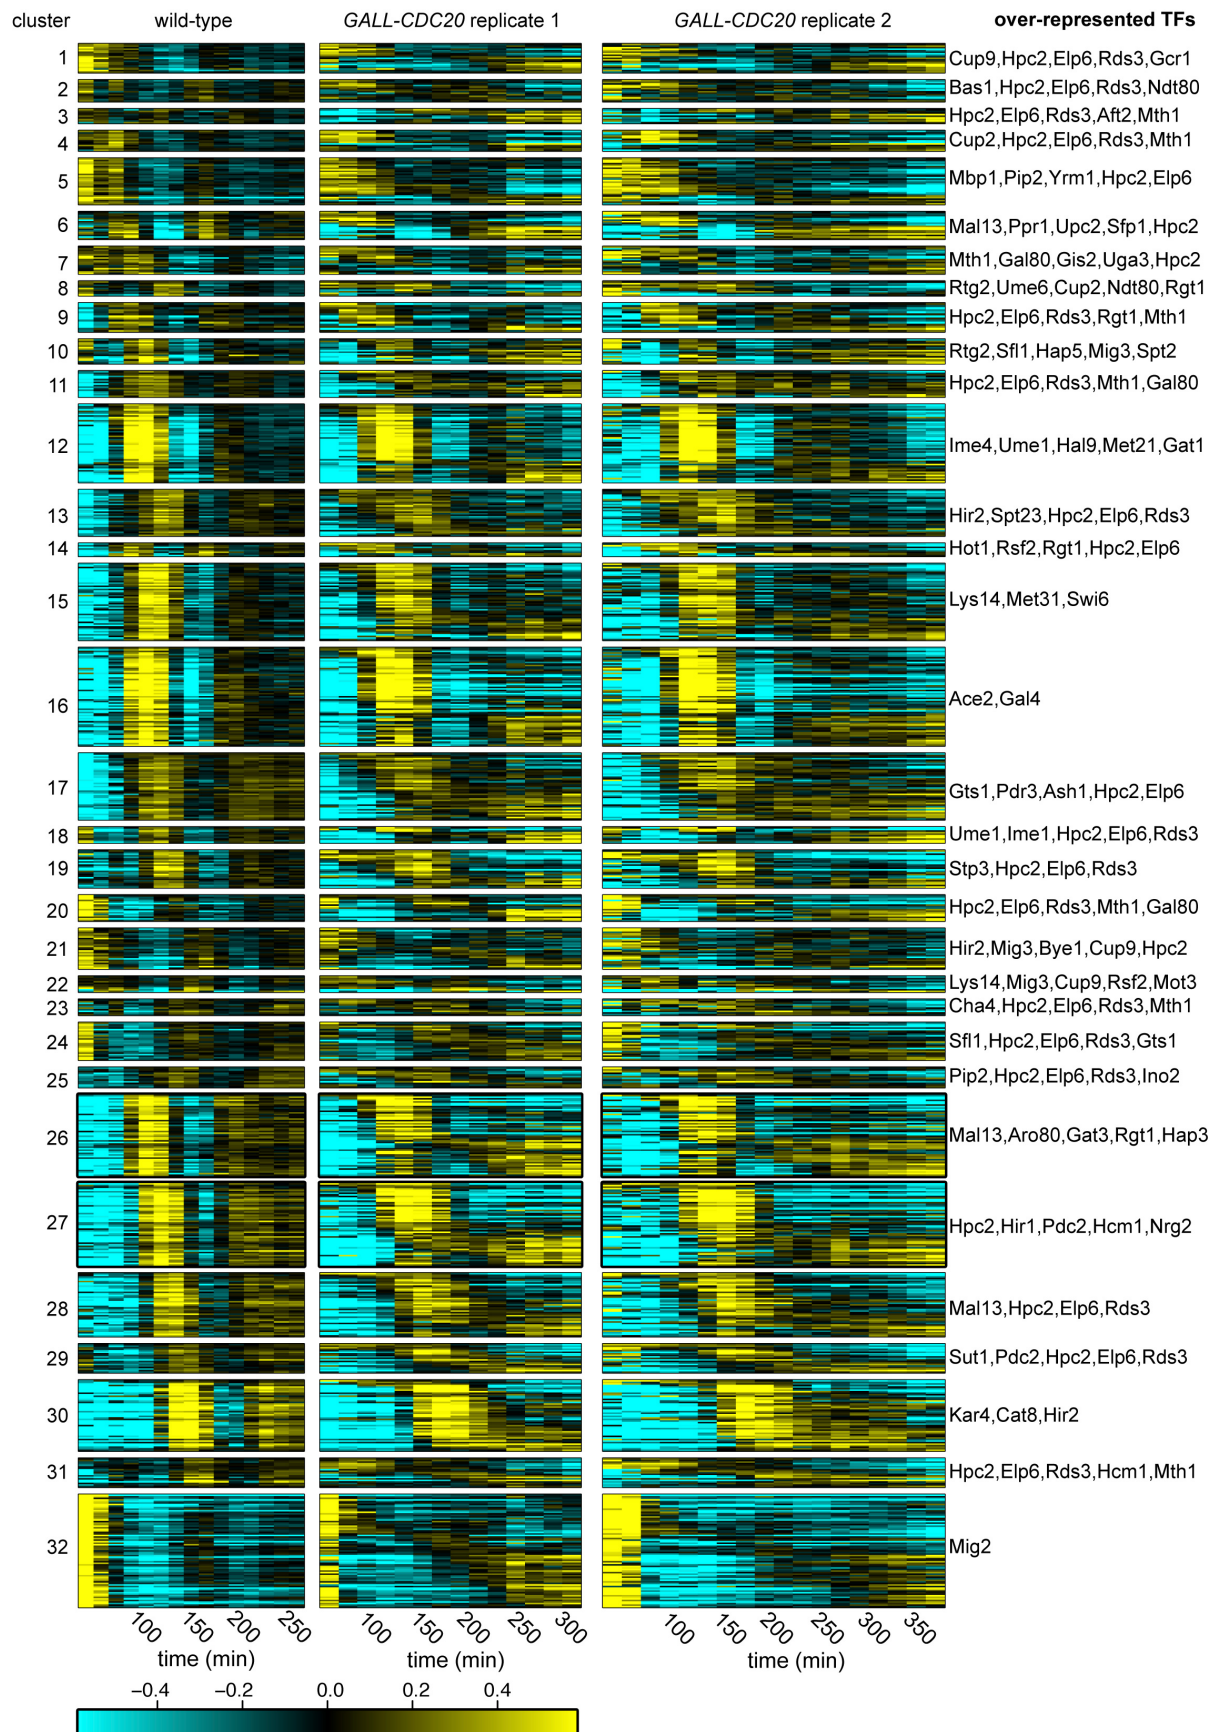

Figure S3 | Additional analyses related to P_{GALL} -CDC20 time course experiment.

Distinguishing different gene expression dynamics in cells depleted of Cdc20. Wild-type periodic genes were clustered by affinity propagation using the first CDK “on” replicate (P_{GALL} -CDC20) expression dynamics. Heat maps showing the mRNA levels of clusters in wild-type (left) and in Cdc20-depleted cells (middle; right). Ordering is the same across conditions and replicates. Transcript levels are depicted as $\log_2$ -fold change relative to the mean expression. Up to five over-represented transcription factors for each cluster are shown (complete list in Table S1).

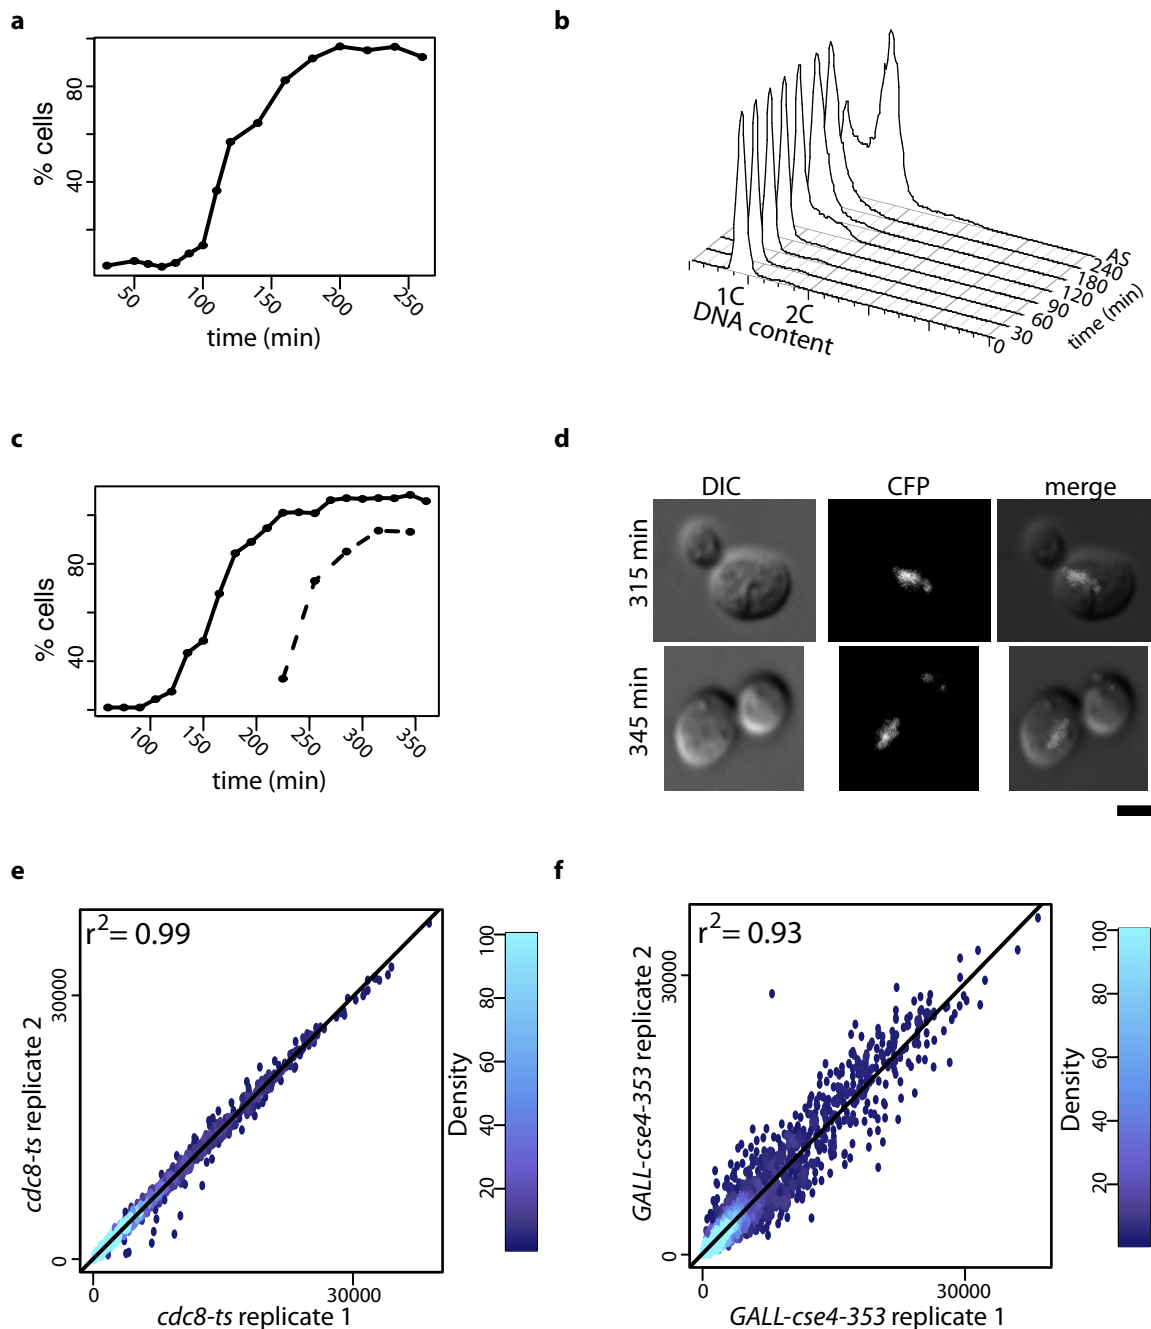

Figure S4 | Additional controls and analyses related to *cdc8-ts* and *P_{GAL1}-cse4-353* experiments. Dynamics of budding in G1-synchronized *cdc8-ts* cells released into the restrictive temperature (30°C) (a). DNA content of *cdc8-ts* cells during the time series (b). Dynamics of budding (solid) and short spindle formation (dashed) of *GAL-cse4-353* cells released into galactose medium to trigger the spindle assembly checkpoint (c). These cells terminally arrest with a large bud (left, right panel) and short spindle (CFP-tubulin) (middle, right panel) (d). The reproducibility of *cdc8-ts* (e) and *GAL-cse4-353* (f) replicate experiments. For each probe, the absolute mean expression value/1000 was calculated and plotted (arbitrary units) for each replicate. Coloring of each dot indicates the density of points surrounding the probe in a square with length 500 centered on that point. These data were fitted to a linear model (black line) and the corresponding r^2 value is given.

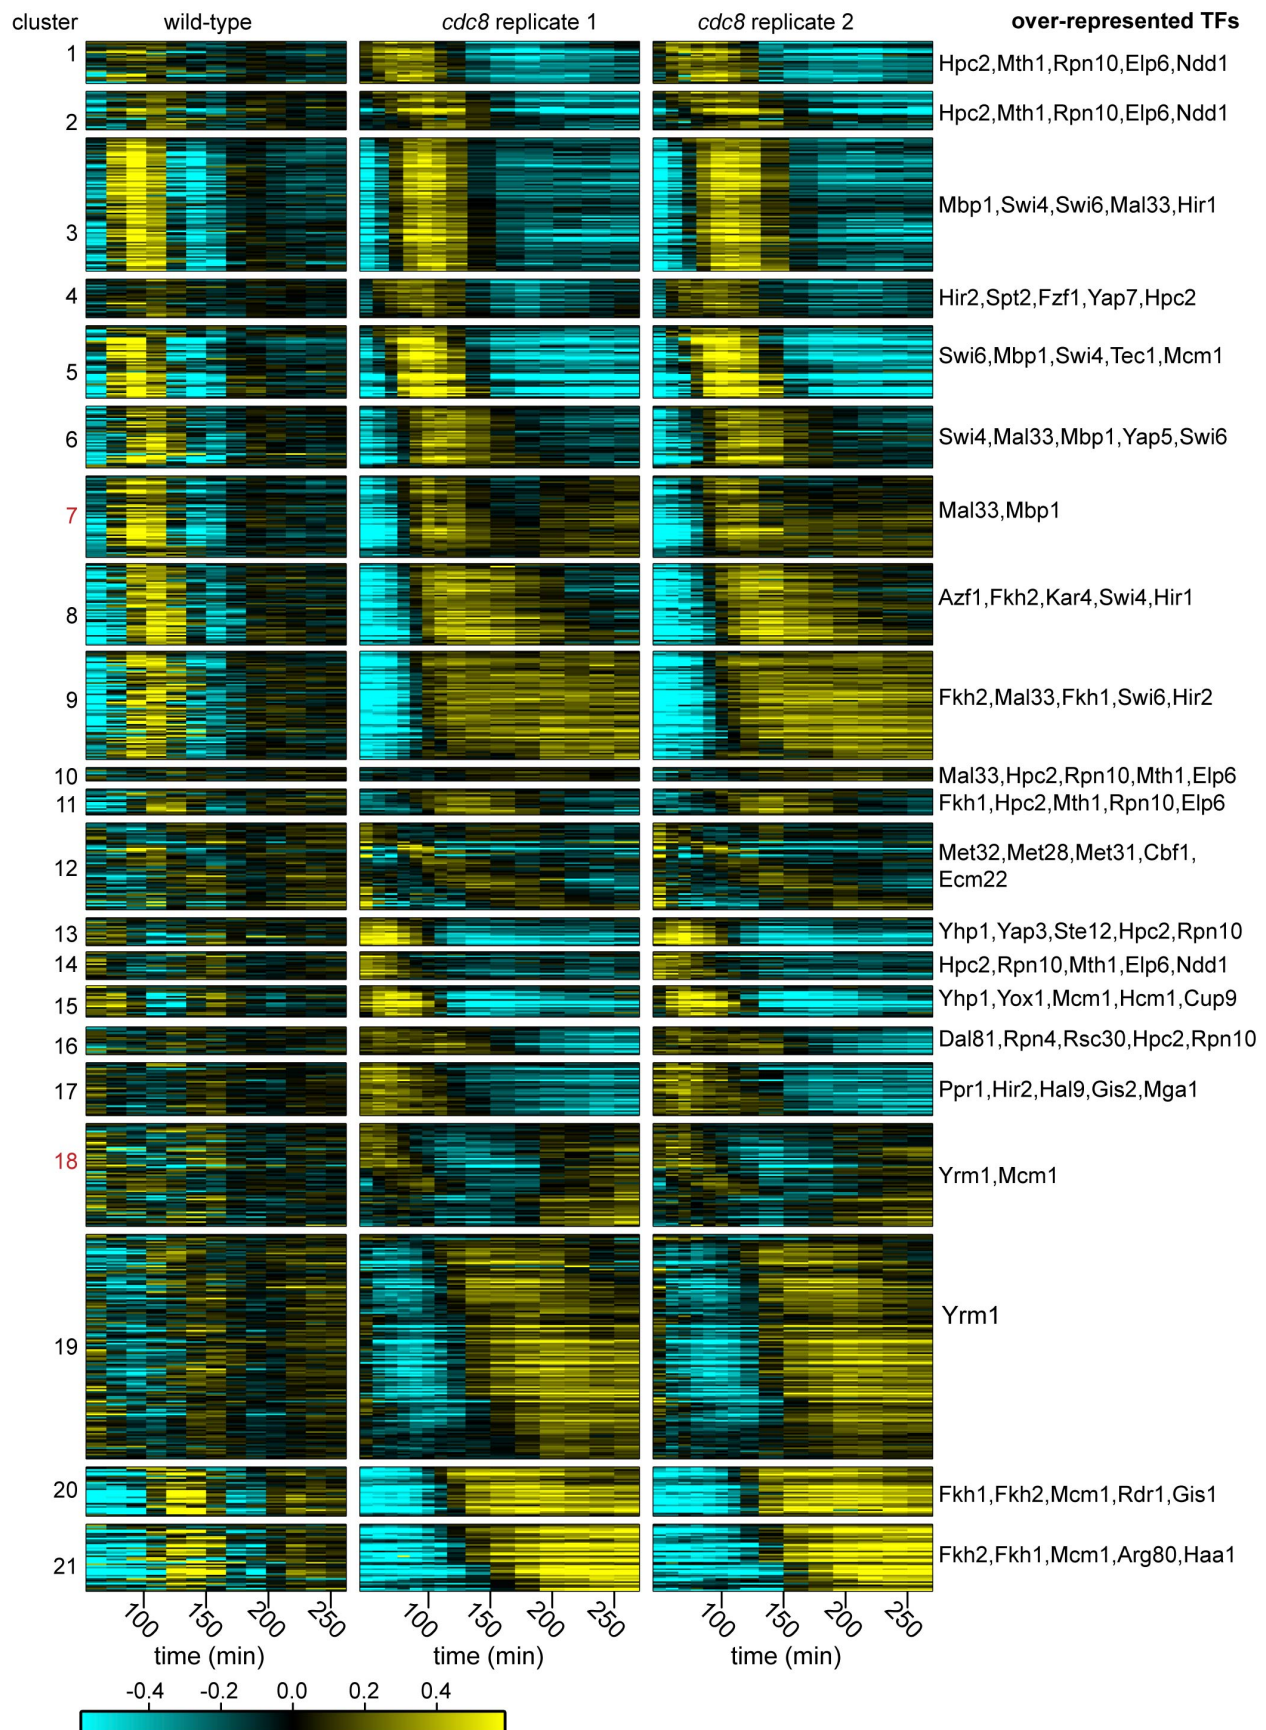

Figure S5 | Additional analyses related to the *cdc8-ts* microarray experiment.

Distinguishing different gene expression dynamics during the DNA replication checkpoint. Wild-type periodic genes were clustered by affinity propagation using the first DNA replication checkpoint replicate (*cdc8^{ts}*) expression dynamics. Heat maps showing the mRNA levels of clusters in wild-type (left) and in DNA replication checkpoint-arrested cells (middle, right). Ordering is the same across conditions and replicates. Transcript levels are depicted as log₂-fold change relative to the mean expression. Up to five over-represented transcription factors for each cluster are shown (complete list in Supplementary Table 2).

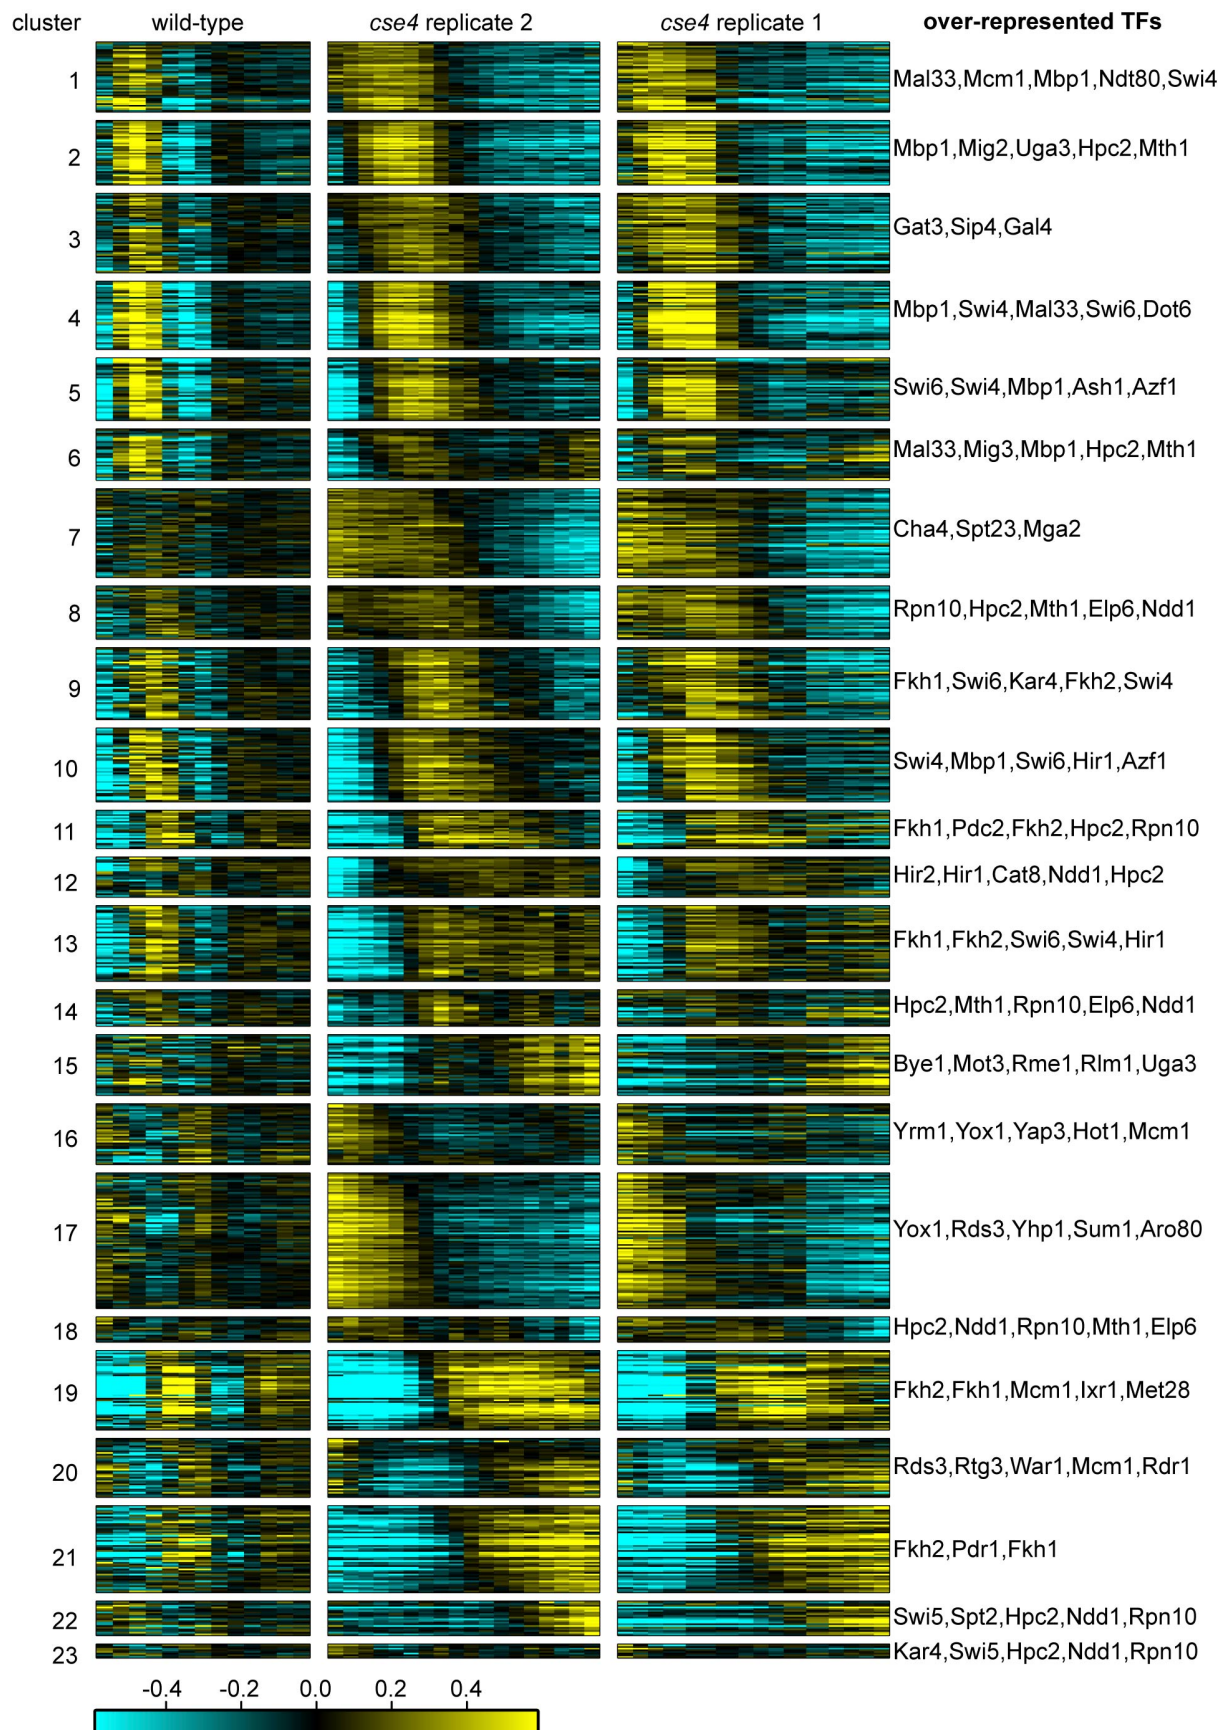

Figure S6 | Additional analyses related to the P_{GAL1} -cse4-353 microarray experiment. Distinguishing different gene expression dynamics during the spindle assembly checkpoint. Wild-type periodic genes were clustered by affinity propagation using the second spindle assembly checkpoint replicate ($P_{GAL1-10}$ -cse4-353) expression dynamics. Heat maps showing the mRNA levels of clusters in wild-type (left) and in spindle assembly checkpoint-arrested cells (middle, right). Ordering is the same across conditions and replicates. Transcript levels are depicted as $\log_2$ -fold change relative to the mean expression. Up to five over-represented transcription factors for each cluster are shown (complete list in Supplementary Table 3).

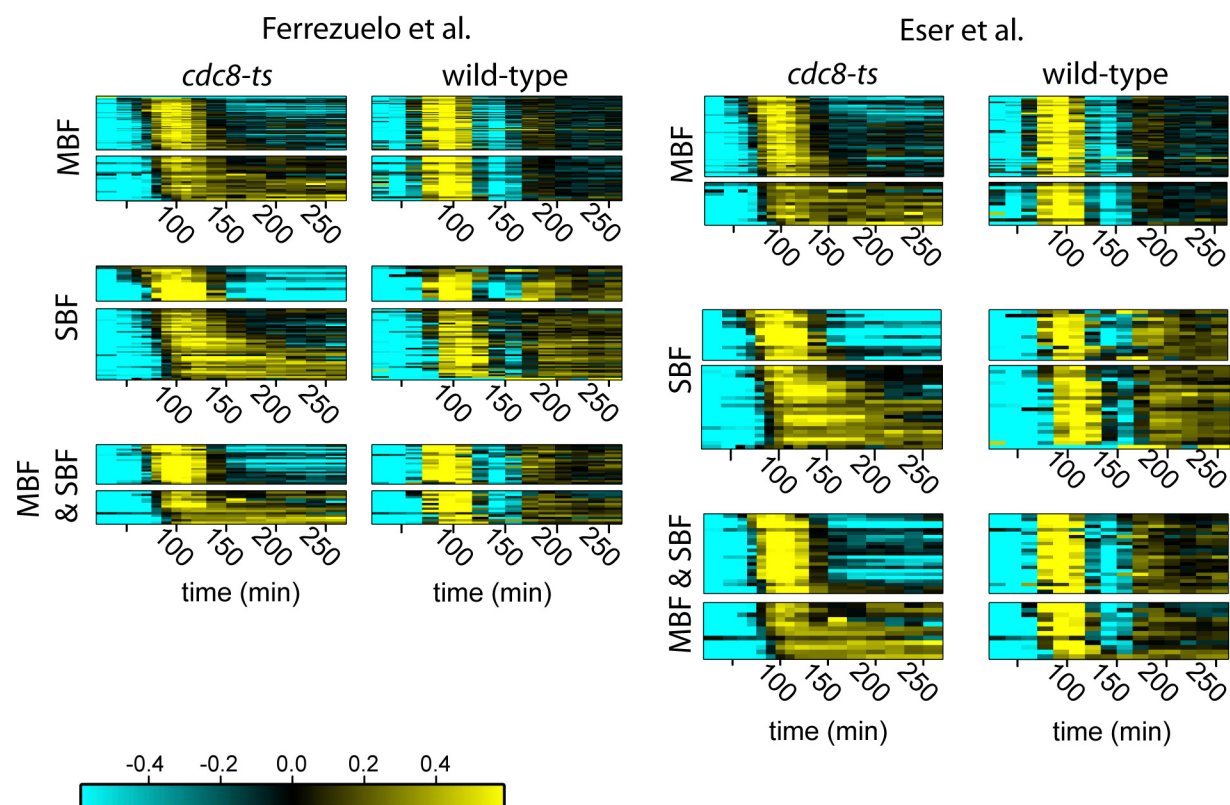

Figure S7 | Additional analysis of transcript levels of SBF- and MBF-regulated genes during the DNA replication checkpoint. Heat maps showing mRNA levels of genes shown to be regulated by SBF and/or MBF as determined in previous reports [11, 12] in cells arrested by *cdc8^{ts}* cells (DNA replication checkpoint) and wild-type cells. The same order of genes is shown in all conditions. Transcript levels are depicted as log₂-fold change relative to the mean expression. The identities of genes in each cluster are listed in Additional file 3.

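*TOF1*, of the MBF clusters, had periodogram p-values of 0.0598 and 0.0432 in *cdc8* cells, and *RFA1* 0.242 and 0.259, so both passed at a period of 148 min. *SVS1*, of the SBF clusters, had 0.0341 and 0.0369, and *CSI2* 0.0468 and 0.0379, and both passed. *NRM1* passed with 0.302 and 0.375, while *HHF1*, at 0.529 and 0.571, did not, nor did *RFA3*, at 0.443 and 0.518. In the clusters of the Ferrezuelo annotation, 16 of 22 and 50 of 51 MBF genes, 13 of 13 and 26 of 36 SBF genes, and 15 of 15 and 8 of 14 genes of both passed. For the Eser annotation the counts were 48 of 48 and 7 of 12 MBF genes, 14 of 14 and 17 of 22 SBF genes, and 23 of 23 and 5 of 10 genes of both. Of the genes in no cluster, 1066 of 1848 passed for the Ferrezuelo and 1080 of 1870 for the Eser annotation. Passing was thus not confined to SBF and MBF targets, and the difference in shares was not tested. The clusters were made by the paper from these cultures, and wild-type cells were not analysed here.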

SBF cluster

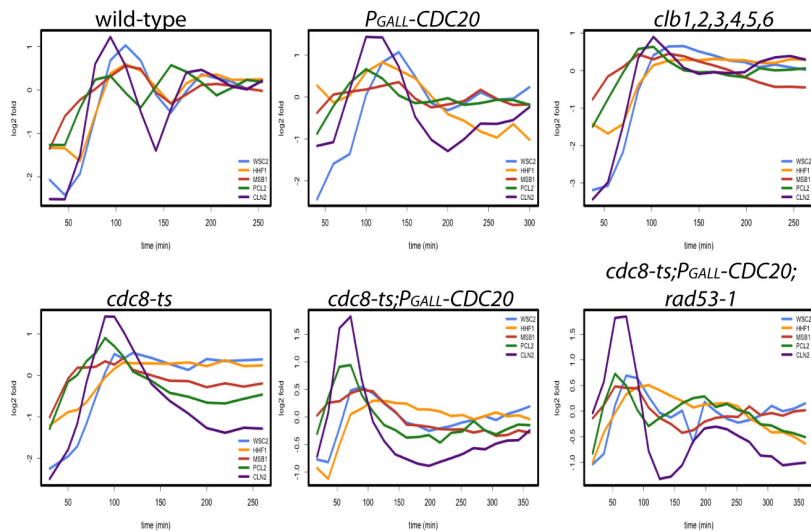

MBF cluster

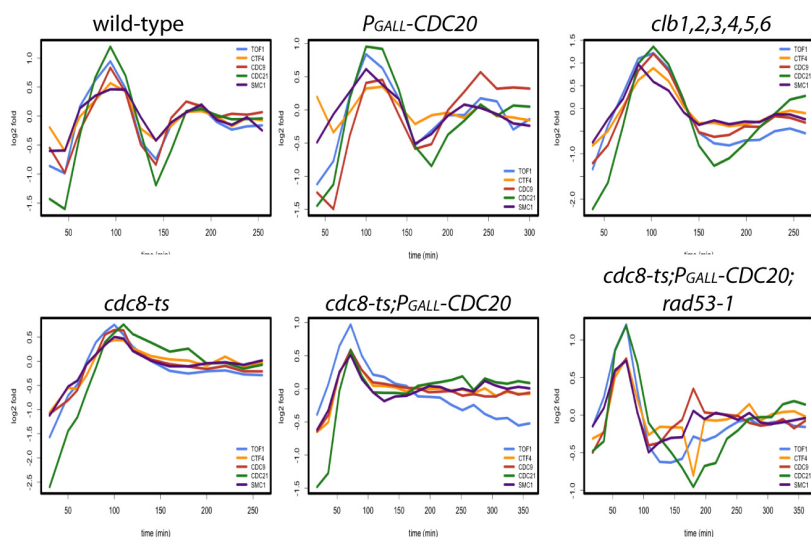

SBF & MBF cluster

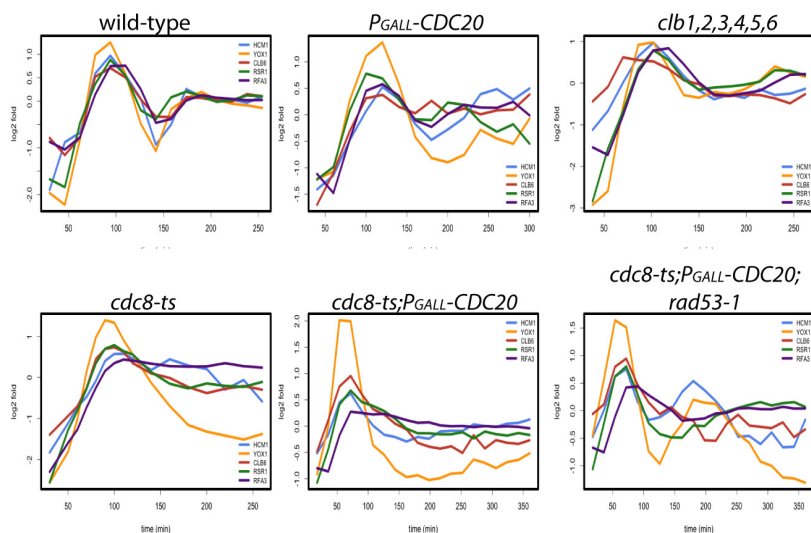

Figure S8 | Additional analysis of transcript levels of co-regulated clusters of genes at G1/S. Line plots of gene expression levels genes are plotted over time from each time course experiment described in this manuscript. Genes were previous described as SBF, MBF, or SBF/MBF regulated by [13]. The expression levels of 5 genes from each cluster are shown for wild-type; *P_{GALL}-CDC20*; *clb1,2,3,4,5,6*; *cdc8-ts*; *cdc8-ts, P_{GALL}-CDC20*; and *cdc8-ts, P_{GALL}-CDC20, rad53-1*. Transcript levels are depicted as log₂-fold change relative to the mean expression of each gene.

S phase cluster

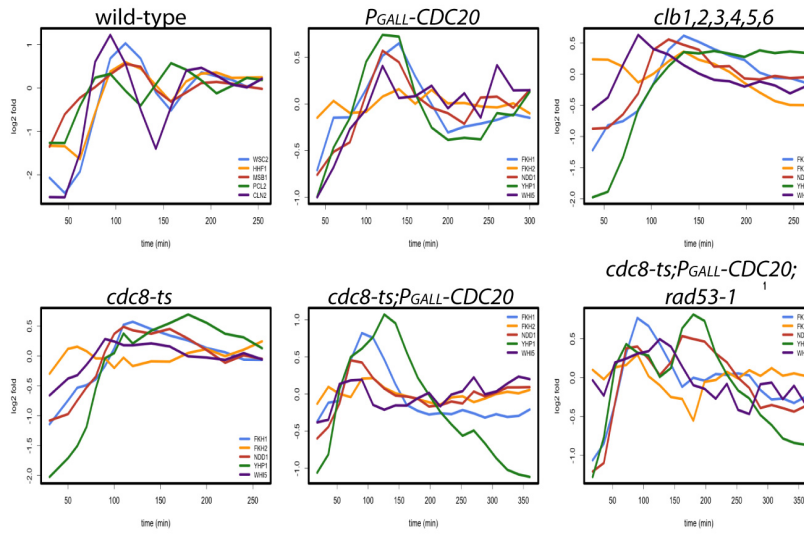

Clb2 cluster

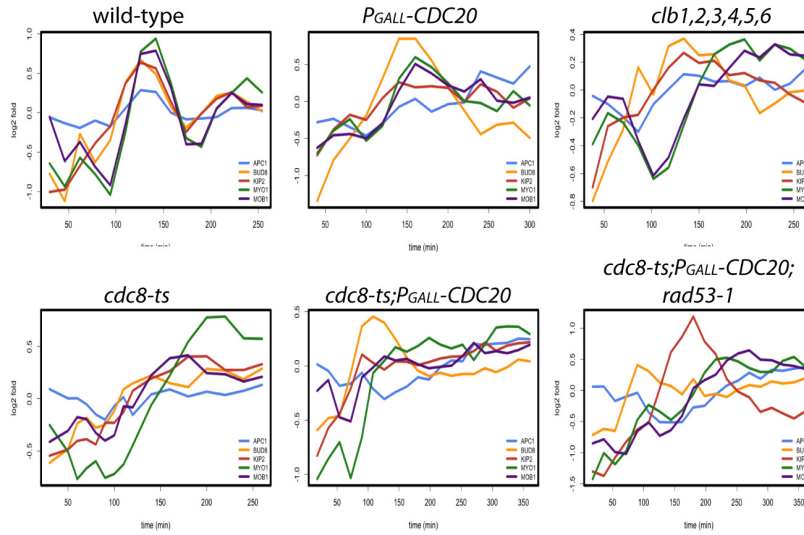

G2/M cluster

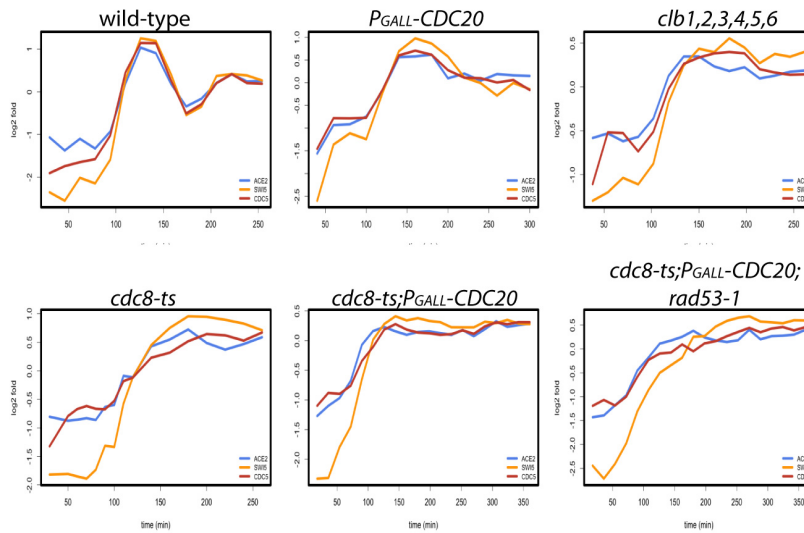

Figure S9 | Additional analysis of transcript levels of co-regulated clusters of genes in S/G2/M. Line plots of gene expression levels genes are plotted over time from each time course experiment described in this manuscript. Genes were previous described as S-phase cluster, Clb2 cluster, or G2/M co-regulated by [13]. The expression levels of 5 genes from the S-phase and Clb2 clusters and 3 genes fro the G2/M cluster are shown for wild-type; *P_{GALL}-CDC20*; *clb1,2,3,4,5,6*; *cdc8-ts*; *cdc8-ts, P_{GALL}-CDC20*; and *cdc8-ts, P_{GALL}-CDC20, rad53-1*. Transcript levels are depicted as log₂-fold change relative to the mean expression of each gene.

Sic1 cluster

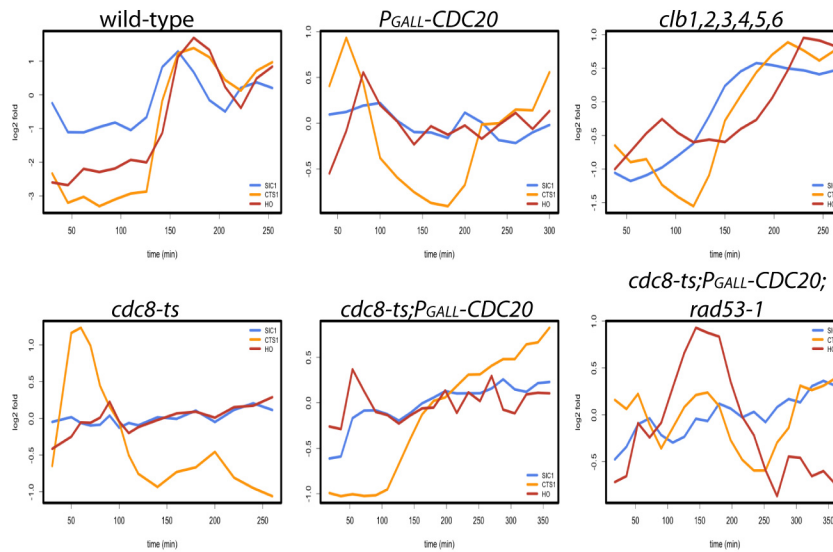

Figure S10 | Additional analysis of transcript levels of co-regulated Sic1 cluster genes. Line plots of gene expression levels genes are plotted over time from each time course experiment described in this manuscript. Genes were previous described as S-phase cluster, Clb2 cluster, or G2/M co-regulated by [13]. The expression levels of 3 genes from the Sic1 cluster are shown for wild-type; *P_{GALL}-CDC20*; *clb1,2,3,4,5,6*; *cdc8-ts*; *cdc8-ts, P_{GALL}-CDC20*; and *cdc8-ts, P_{GALL}-CDC20, rad53-1*. Transcript levels are depicted as log₂-fold change relative to the mean expression of each gene.

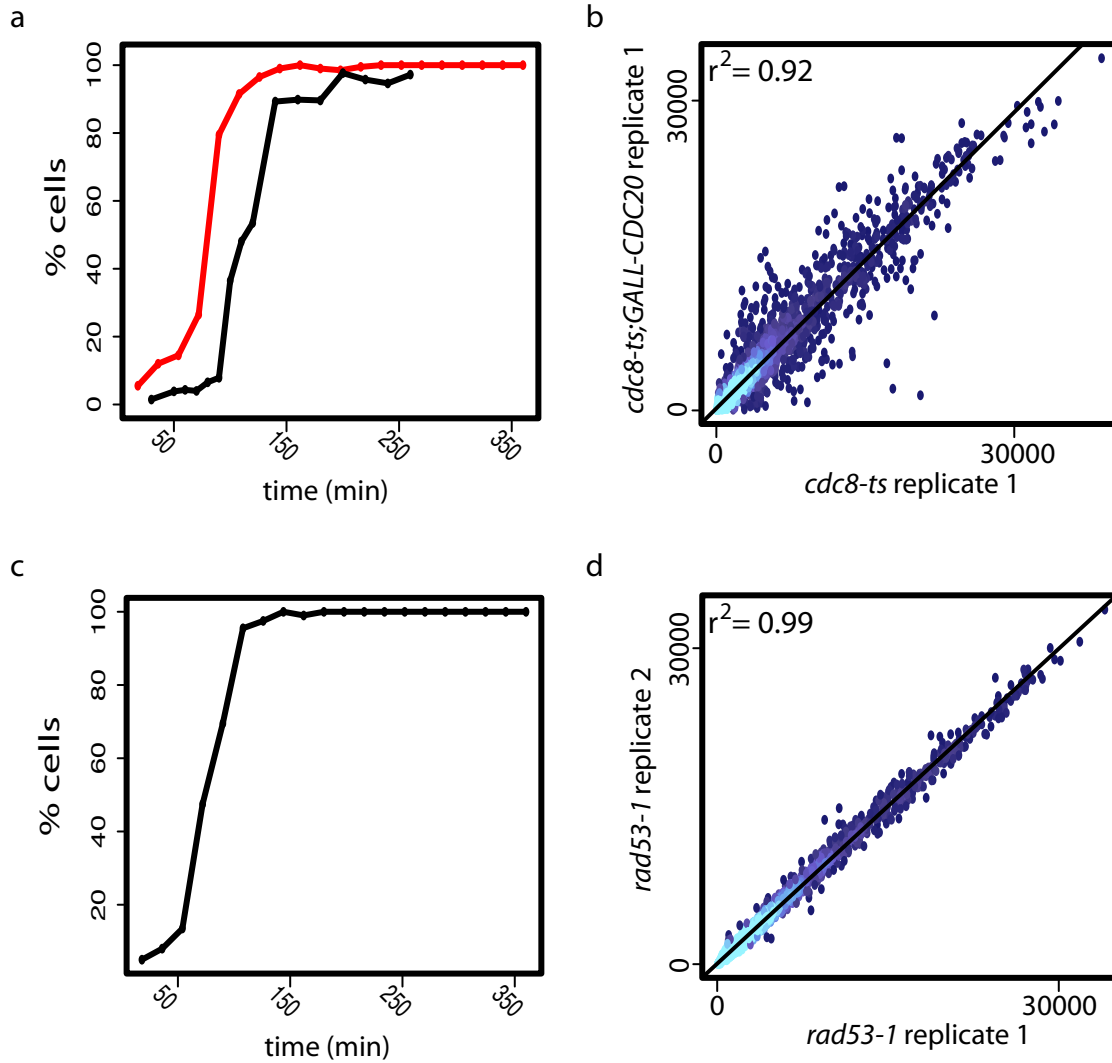

Figure S11 | Additional controls and analyses related to *cdc8-ts cdc20 P_{GALL}-CDC20* and *rad53-1 cdc8-ts cdc20 P_{GALL}-CDC20* experiments (Figure 6). Dynamics of budding in G1-synchronized *cdc8^{ts} cdc20 P_{GALL}-CDC20* cells released into the restrictive temperature (30°C), red (black is *cdc8^{ts}*) (a). The similarities between *cdc8^{ts} cdc20 P_{GALL}-CDC20* and *cdc8^{ts}* (b). Dynamics of budding *rad53-1 cdc8^{ts} cdc20 P_{GALL}-CDC20* (c). The reproducibility of *rad53-1 cdc8^{ts} cdc20 P_{GALL}-CDC20* replicate experiments (d). For each probe, the absolute mean expression value/1000 was calculated and plotted (arbitrary units) for each replicate (b and d). Coloring of each dot indicates the density of points surrounding the probe in a square with length 500 centered on that point. These data were fitted to a linear model (black line) and the corresponding r^2 value is given.

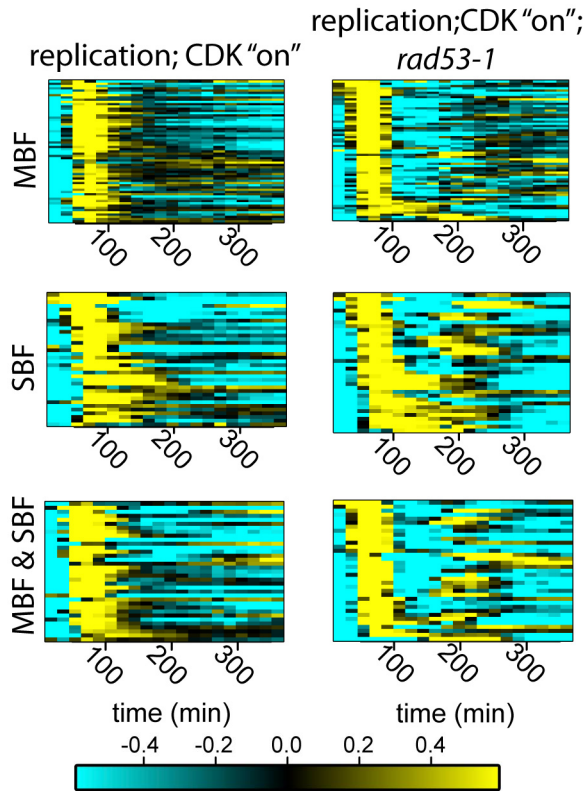

Figure S12 | Additional analysis of transcript dynamics of SBF- and MBF- regulated genes during the DNA replication checkpoint with and without Rad53 activity (Figure 6). Distinguishing different gene expression dynamics of SBF- and MBF regulated genes in DNA replication checkpoint arrested cells with and without Rad53 activity. Gene lists were taken from analyses generated Eser et al [11, 12]. Heat maps showing the mRNA levels of clusters in DNA replication checkpoint with Rad53 activity (left) and without Rad53 activity (right). Ordering is the same across conditions (Additional File 3). Transcript levels are depicted as $\log_2$ -fold change relative to the mean expression.

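*PCL2*, an SBF target, had p-values of 0.182 and 0.0977 without Rad53 activity and 0.895 in *cdc8 cdc20* cells, and its arrest level was higher by a log2 difference of 1.32 (standard error 0.15, adjusted p = 0.00157 from limma, 2 cultures against 1), a call lost with the last 5 time points (adjusted p = 0.109 from limma). *GAS1*, a glucanosyltransferase gene (0.121 and 0.123), and *FKS1*, of glucan synthesis (0.218 and 0.305), were called periodic without Rad53 activity, and *FKS1* was also called with it (0.252). *CLN2* was not called without Rad53 activity, at 0.688 and 0.469. *CDC21* (0.791 and 0.384) and *CLB6* (0.786 and 0.698), both MBF targets, were not called. In the MBF clusters of Figure 3d, 26 of 59 and 8 of 14 genes were periodic without Rad53 activity, against 13 and 5 in the 1 *cdc8 cdc20* culture. In the SBF clusters the counts were 22 of 32 and 13 of 17, against 12 and 4. Known lists gave 19 of 31 MBF targets without Rad53 activity and 6 in the 1 *cdc8 cdc20* culture. In *cdc8* cells, which also have Rad53, 27 passed the same rule. Of genes in no cluster of Figure 3d, 360 of 1848 were periodic without Rad53 activity and 311 in the *cdc8 cdc20* culture. With a linear trend removed, 551 of the 856 genes passed without Rad53 activity and 556 in that culture. These counts therefore do not isolate an effect of Rad53.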

Ferrezuelo et al.

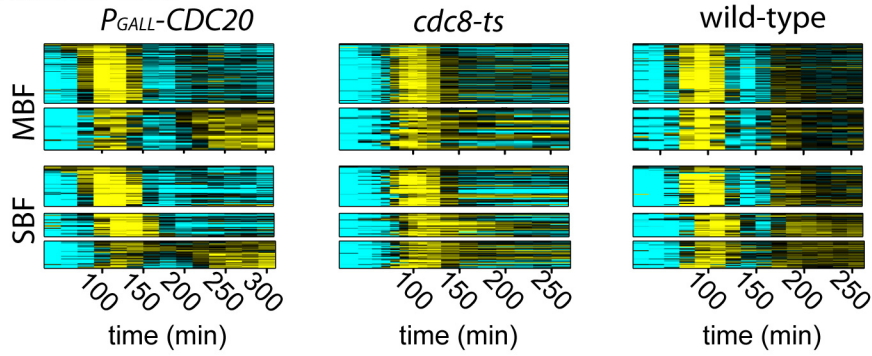

Eser et al.

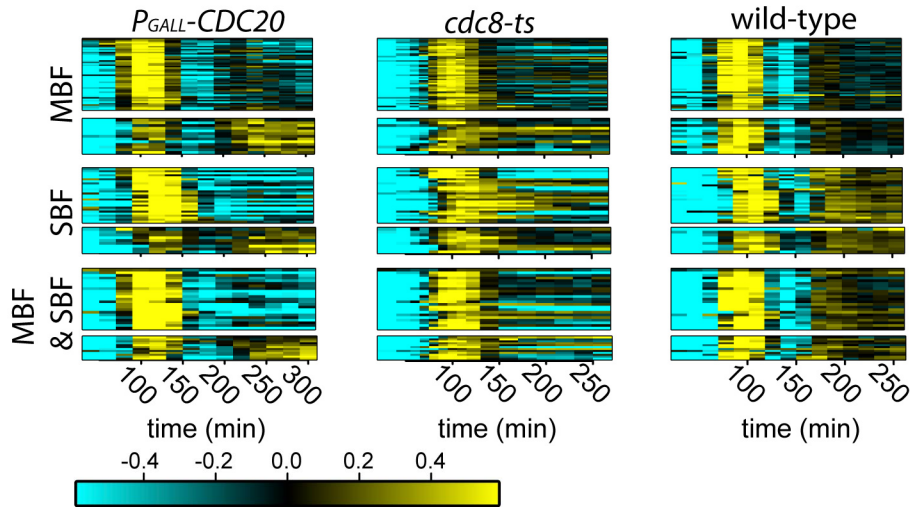

Figure S13 | Additional analysis of transcript dynamics of SBF- and MBF- regulated genes during the DNA replication checkpoint and in the absence of Cdc20 activity.

Distinguishing different gene expression dynamics of SBF- and MBF regulated genes in DNA replication and CDK “on” arrested cells. Gene lists were taken from analyses generated in one of two previous studies [11, 12]. Heat maps showing the mRNA levels of clusters in CDK “on” ($P_{GALL}\text{-CDC20}$) (left), DNA replication checkpoint (*cdc8-ts*) (middle), and normally-cycling cells (right). Ordering is the same across conditions, and genes within each cluster are as found in figure 3d,e and are listed in Additional file 3. Transcript levels are depicted as $\log_2$ -fold change relative to the mean expression.

Table S1 | Over-represented transcription factors in P_{GALL} -CDC20 (CDK “on”) clusters. Each row corresponds to a CDK “on” cluster (1-21). Each cluster has a set of corresponding transcription factors with q -values ≤ 0.01 , sorted from most to least significant.

Cluster	Over-represented TFs with Q-value < 0.01
1	Cup9,Hpc2,Elp6,Rds3,Gcr1,Mth1,Aca1,Gal80,Pip2
2	Bas1,Hpc2,Elp6,Rds3,Ndt80,Sko1,Mth1,Aca1,Gal80,Hir1,Ume1
3	Hpc2,Elp6,Rds3,Aft2,Mth1,Aca1,Gal80,Thi2,Oaf2,Hir1,Ume1,Lys14,Rtg2,Rdr1
4	Cup2,Hpc2,Elp6,Rds3,Mth1,Aca1,Gal80,Aro80,Hir1,Ume1,Sip4
5	Mbp1,Pip2,Yrm1,Hpc2,Elp6,Rds3,Oaf1
6	Mal13,Ppr1,Upc2,Sfp1,Hpc2,Elp6,Rds3,Arr1,Zap1,YPR015C,Mth1,Aca1,Gal80,Gat1
7	Mth1,Gal80,Gis2,Uga3,Hpc2,Elp6,Rds3,Gat3,Ecm22,Aca1,Rds1
8	Rtg2,Ume6,Cup2,Ndt80,Rgt1,Mig1,Elp6,Rds3,Ixr1,Phd1,Mth1,Gal80,Aca1,<br>Sps18,Oaf1,Crz1, Hir1,Ume1,Yrr1,Lys14,Rdr1,Rtg1
9	Hpc2,Elp6,Rds3,Rgt1,Mth1,Gal80,Aca1,Hir1,Ume1
10	Rtg2,Sfl1,Hap5,Mig3,Spt2,Rsf2,Hpc2,Elp6,Rds3,Mot3,Rgt1,Hap3,Hal9,Mth1,Gal80,<br>Aca1,Hap2,Aft1,Mig2
11	Hpc2,Elp6,Rds3,Mth1,Gal80,Aca1
12	Ime4,Ume1,Hal9,Met31,Gat1
13	Hir2,Spt23,Hpc2,Elp6,rds3,Ppr1
14	Hot1,Rsf2,Rgt1,Hpc2,Elp6,Rds3,Sip4,Mth1,Gal80,Aca1,Ume1,Hir1,Rtg2,Lys14,Rdr1,<br>Sum1, Azf1
15	Lys14,Met31,Swi6
16	Ace2,Gal4
17	Gts1,Pdr3,Ash1,Hpc2,Elp6,Rds3
18	Ume1,Ime1,Hpc2,Elp6,Rds3,Rds1,Mac1,Rgm1,Mth1,Gal80,Aca1,Hac1,Hir1,Lys14,Rtg2,Rdr1
19	Stp3,Hpc2,Elp6,Rds3
20	Hpc2,Elp6,Rds3,Mth1,Gal80,Aca1
21	Hir2,Mig3,Bye1,Cup9,Hpc2,Elp6,Rds3
22	Lys14,Mig3,Cup9,Rsf2,Mot3,Put3,Hpc2,Elp6,Rds3,Rim101,Mig2,Mth1,Gal80,Aca1<br>,Phd1,Hac1,Ume1,Hir1,Mga1,Rtg2,Rdr1
23	Cha4,Hpc2,Elp6,Rds3,Mth1,Gal80,Aca1,Aro80,Ume1,Hir1,Lys14,Rtg2,Rdr1
24	Sfl1,Hpc2,Elp6,Rds3,Gts1
25	Pip2,Hpc2,Elp6,Rds3,Ino2,Rds2,Mth1,Gal80,Aca1,Cst6,Sps18,Ume1,Hir1,Sut1,Gcr1
26	Mal13,Aro80,Gat3,Rgt1,Hap3,Rme1
27	Hpc2,Hir1,Pdc2,Hcm1,Nrg2
28	Mal13,Hpc2,Elp6,Rds3
29	Sut1,Pdc2,Hpc2,Elp6,Rds3,Mth1,Gal80,Aca1
30	Kar4,Cat8,Hir2
31	Hpc2,Elp6,Rds3,Hcm1,Mth1,Gal80,Aca1
32	Mig2

Table S2 | Over-represented transcription factors in *cdc8^{ts}* (DNA replication checkpoint) clusters. Each row corresponds to a DNA replication checkpoint cluster (1-21). Each cluster has a set of corresponding transcription factors with *q*-values ≤ 0.01 , sorted from most to least significant

Cluster	Over-represented TFs with Q-value < 0.01
1	Hpc2,Mth1,Rpn10,Elp6,Ndd1,Mdl2,Fzf1
2	Hpc2,Mth1,Rpn10,Elp6,Ndd1,Mdl2,Opi1,Swi6,Ndt80
3	Mbp1,Swi4,Swi6,Mal33,Hir1,Ume1
4	Hir2,Spt2,Fzf1,Yap7,Hpc2,Mth1,Rpn10,Elp6,Ndd1,Mdl2,Mga2
5	Swi6,Mbp1,Swi4,Tec1,Mcm1,Smp1,Ndt80,Rlm1,Ash1,Gal4,Ime1,Ste12,Azf1,Xbp1,Hal9
6	Swi4,Mal33,Mbp1,Yap5,Swi6,Pdc2,Yrm1,Hpc2,Mth1,Elp6,Ndd1,Mdl2,Bye1
7	Mal33,Mbp1
8	Azf1,Fkh2,Kar4,Swi4,Hir1,Swi6,Mbp1,Fkh1,Stp3
9	Fkh2,Mal33,Fkh1,Swi6,Hir2,Mbp1,Swi4,Hir1
10	Mal33,Hpc2,Rpn10,Mth1,Elp6,Ndd1,Mdl2,Pdr1,Gal80,Rds3,Hir1,Imp2',Ume1,Aca1,Swi6,Tye7,Lys14,Rtg2,Mal13
11	Fkh1,Hpc2,Mth1,Rpn10,Elp6,Ndd1,Mdl2,Arg81,Dal82,Gal80,Rds3,Cha4
12	Met32,Met28,Met31,Cbf1,Ecm22
13	Yhp1,Yap3,Ste12,Hpc2,Rpn10,Mth1,Elp6,Ndd1,Mdl2,Mga2,Mcm1,Swi5,Gal80,Rds3,Phd1
14	Hpc2,Rpn10,Mth1,Elp6,Ndd1,Mdl2,Ndt80,Gal80,Rds3
15	Yhp1,Yox1,Mcm1,Hcm1,Cup9,Azf1,Kar4,Hpc2,Rpn10,Mth1,Elp6,Ndd1,Mdl2,Flo8,Gal80,Rds3
16	Dal81,Rpn4,Rsc30,Hpc2,Rpn10,Mth1,Elp6,Ndd1,Mdl2,Gal80,Rds3,Hap3,Rph1
17	Ppr1,Hir2,Hal9,Gis2,Mga1,Hpc2,Rpn10,Mth1,Elp6,Ndd1,Mdl2,Dal80
18	Yrm1,Mcm1
19	Yrm1
20	Fkh1,Fkh2,Mcm1,Rdr1,Gis1,Hpc2,Rpn10,Mth1,Elp6,Mdl2,Flo8,Fzf1
21	Fkh2,Fkh2,Mcm1,Arg80,Haa1,Arg81,Hir2,Mbp1,YPR015c,Yhp1,Cha4,Thi2,Ndd1,Hpc2,Rpn10,Mth1,Elp6,Mdl2

Table S3 | Over-represented transcription factors in *P_{GAL}-cse4-353* (spindle assembly checkpoint) clusters. Each row corresponds to a spindle assembly checkpoint cluster (1-21). Each cluster has a set of corresponding transcription factors with *q*-values ≤ 0.01 , sorted from most to least significant.

Cluster	Over-represented TFs with Q-value < 0.01
1	Mal33,Mcm1,Mbp1,Ndt80,Swi4,Rds1,Ino4,Swi6,Ime1,Hpc2,Mth1,Rpn10,Elp6,Ndd1,Mdl2
2	Mbp1,Mig2,Uga3,Hpc2,Mth1,Rpn10,Elp6,Ndd1,Mdl2,Mal33
3	Gat3,Sip4,Gal4
4	Mbp1,Swi4,Mal33,Swi6,Dot6,Hpc2,Mth1,Elp6,Ndd1,Mdl2
5	Swi6,Swi4,Mbp1,Ash1,Azf1,Mal33,Ume1,Tec1,Rlm1,Mcm1,Hal9,Rpn10,Hpc2,Mth1,Elp6,Ndd1,Mdl2
6	Mal33,Mig3,Mbp1,Hpc2,Mth1,Rpn10,Elp6,Ndd1,Mdl2
7	Cha4,Spt23,Mga2
8	Rpn10,Hpc2,Mth1,Elp6,Ndd1,Mdl2
9	Fkh1,Swi6,Kar4,Fkh2,Swi4,Rpn10,Hpc2,Mth1,Elp6,Ndd1,Mdl2
10	Swi4,Mbp1,Swi6,Hir1,Azf1,Hir2,Rpn10,Mth1,Elp6,Ndd1,Mdl2
11	Fkh1,Pdc2,Fkh2,Hpc2,Rpn10,Mth1,Elp6,Mdl2,Kar4,Ndt80
12	Hir2,Hir1,Cat8,Ndd1,Hpc2,Rpn10,Mth1,Elp6,Mdl2,Azf1,Swi6
13	Fkh1,Fkh2,Swi6,Swi4,Hir1,Kar4,Ash1,Mbp1,Phd1,Ste12,Stp3,Hcm1,Yrm1
14	Hpc2,Mth1,Rpn10,Elp6,Ndd1,Mdl2,Gal80,Rds3
15	Bye1,Mot3,Rme1,Rlm1,Uga3,Sps18,Cst6,Hpc2,Mth1,Rpn10,Elp6,Ndd1,Mdl2
16	Yrm1,Yox1,Yap3,Hot1,Mcm1,Pdr8,Gis2,Hpc2,Mth1,Rpn10,Elp6,Ndd1,Mdl2
17	Yox1,Rds3,Yhp1,Sum1,Aro80
18	Hpc2,Ndd1,Rpn10,Mth1,Elp6,Mdl2,Rds3,Gal80,Cha4,Aro80,Hir1,Imp2'
19	Fkh2,Fkh1,Mcm1,Ixr1,Met28,Arg80,Rdr1,Ino2, Haa1, Met32, Azf1, Cha4
20	Rds3,YPR015C,Rtg3,War1,Mcm1,Rdr1,Cst6,Haa1,Ash1,Pdr1,Flo8,Crz1,Rlm1,Bye1,Cup9,Hpc2,Mth1,Rpn10,Elp6,Ndd1,Mdl12,Gzf3
21	Fkh2,Pdr1,Fkh1
22	Swi5,Spt2,Hpc2,Ndd1,Rpn10,Mth1,Elp6,Mdl2,Rds3,Gal80,Ace2
23	Kar4,Swi5,Hpc2,Ndd1,Rpn10,Mth1,Elp6,Mdl2,Thi2,Rgm1,Rds3,Gal80,Hir1,Imp2',Ume1,Aca1,Azf1,lhf1,Lys14,Rtg2,Mal13

Table S4 | Strain list. Relevant strains used in this study to generate data.

strain	relavent genotype	reference
15Da-	<i>MATa; bar1; ade1; his2; leu2-3112; trp1-1; ura3Δ3</i>	
SBY1621	<i>MATa; bar1; cdc20::LEU2; Pgall-CDC20::ADE2; CFP-TUB1::URA3</i>	DiTalia, et al.[14]
SBY353	<i>MATa; BAR1; cdc8^{ts}</i>	Hartwell [15]
SBY1592	<i>MATa; Pgal-cse4-353::TRP1; CFP-TUB1::URA3</i>	Collins, et al.[16]
SBY2124	<i>MATa; bar1; cdc20::LEU2; Pgall-CDC20::ADE2; CFP-TUB1::URA3; CLB2-HA:kanMX6</i>	This study
SBY1258	<i>MATa; bar1; CLB2-HA:kanMX6</i>	This study
SBY2201	<i>MATa; bar1; cdc8^{ts}; cdc20::LEU2; Pgall-CDC20::ADE2; CFP-TUB1::URA3</i>	This study
SBY2229	<i>MATa; bar1; rad53-1; cdc8^{ts}; cdc20::LEU2; Pgall-CDC20::ADE2; CFP-TUB1::URA3</i>	This study

References

1. Orlando DA, Lin CY, Bernard A, Wang JY, Socolar JE, Iversen ES, Hartemink AJ, Haase SB: **Global control of cell-cycle transcription by coupled CDK and network oscillators.** *Nature* 2008, **453**:944-947.
2. Storey JD: **A direct approach to false discovery rates.** *Journal of the Royal Statistical Society Series B-Statistical Methodology* 2002, **64**:479-498.
3. Teixeira MC, Monteiro P, Jain P, Tenreiro S, Fernandes AR, Mira NP, Alenquer M, Freitas AT, Oliveira AL, Sa-Correia I: **The YEASTRACT database: a tool for the analysis of transcription regulatory associations in *Saccharomyces cerevisiae*.** *Nucleic Acids Res* 2006, **34**:D446-451.
4. Lomb NR: **Least-Squares Frequency-Analysis of Unequally Spaced Data.** *Astrophysics and Space Science* 1976, **39**:447-462.
5. Orlando DA, Lin CY, Bernard A, Iversen ES, Hartemink AJ, Haase SB: **A probabilistic model for cell cycle distributions in synchrony experiments.** *Cell Cycle* 2007, **6**:478-488.
6. de Lichtenberg U, Jensen LJ, Fausboll A, Jensen TS, Bork P, Brunak S: **Comparison of computational methods for the identification of cell cycle-regulated genes.** *Bioinformatics* 2005, **21**:1164-1171.
7. Glynn EF, Chen J, Mushegian AR: **Detecting periodic patterns in unevenly spaced gene expression time series using Lomb-Scargle periodograms.** *Bioinformatics* 2006, **22**:310-316.
8. Scargle JD: **Studies in astronomical time series analysis. II-Statistical aspects of spectral analysis of unevenly spaced data.** *Astrophysical Journal* 1982, **263**:835-853.
9. Simmons Kovacs LA, Mayhew MB, Orlando DA, Jin Y, Li Q, Huang C, Reed SI, Mukherjee S, Haase SB: **Cyclin-dependent kinases are regulators and effectors of oscillations driven by a transcription factor network.** *Mol Cell*, **45**:669-679.
10. Frey BJ, Dueck D: **Clustering by passing messages between data points.** *Science* 2007, **315**:972-976.
11. Eser U, Falleur-Fettig M, Johnson A, Skotheim JM: **Commitment to a cellular transition precedes genome-wide transcriptional change.** *Mol Cell* 2011, **43**:515-527.
12. Ferrezuelo F, Colomina N, Futcher B, Aldea M: **The transcriptional network activated by Cln3 cyclin at the G1-to-S transition of the yeast cell cycle.** *Genome Biol*, **11**:R67.
13. Haase SB, Wittenberg C: **Topology and control of the cell-cycle-regulated transcriptional circuitry.** *Genetics* 2014, **196**:65-90.
14. Di Talia S, Wang H, Skotheim JM, Rosebrock AP, Futcher B, Cross FR: **Daughter-specific transcription factors regulate cell size control in budding yeast.** *PLoS Biol* 2009, **7**:e1000221.
15. Hartwell LH, Culotti J, Pringle JR, Reid BJ: **Genetic control of the cell division cycle in yeast.** *Science* 1974, **183**:46-51.

16. Collins KA, Camahort R, Seidel C, Gerton JL, Biggins S: **The overexpression of a *Saccharomyces cerevisiae* centromeric histone H3 variant mutant protein leads to a defect in kinetochore biorientation.** *Genetics* 2007, **175**:513-525.

How the deposited data were processed for this re-analysis (not part of the article)

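The deposited values were linear probe set intensities on Affymetrix Yeast Genome 2.0 arrays, which the authors had normalized and summarized with the dChip method of the affy package (version 1.32.1), and they were used as deposited. The 160 arrays came from 9 cultures of 5 strains, and the culture was the replicate throughout. Intensities ran from 31.0 to 40037, log2 correlations between arrays from 0.626 to 0.999, and 0 pairs of columns were identical. Of 5900 probe sets, 184 controls were left out, and of the 5716 that remained 5498 carried a gene symbol, 12 of them updated to the current symbol, and 218 did not. For 84 of the latter the paper's additional file gave a name, 37 of them within the 856 periodic genes. Wild-type and cyclin mutant arrays were not analysed here.

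Periodicity was scored in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) with a Lomb-Scargle periodogram of linear intensities, whose p-values assume 9 independent frequencies. Alternatives were log2 values, all time points, either replicate, p at most 0.1, removal of a linear trend, each replicate alone and the other period range. Levels were compared in R 4.3.3 with limma 3.58.1 on log2(intensity + 1), and figures were drawn with matplotlib 3.10.9. Alternatives for levels were a clock window from 180 to 260 min, the last 5 time points, quantile normalization, a pseudocount of 32, removal of dim probe sets, a fit of only the 2 strains compared, a replicate block, a robust trended prior and the omission of each culture. Alternatives for the drop from the first peak were the last 5 time points, the mean of the 2 highest values, a replicate block and the omission of each culture. With simulated changes of 1 on the log2 scale limma recovered 56.7% to 76.1% of genes, and with changes of 2 it recovered 84.8% to 97.0%. Simulated waves with a swing of 0.2 of the mean intensity were called in 16.4% to 44.8% of cases.

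Named genes were those that the paper names, members of the gene lists with up to 4 called examples of the largest change, the 10 genes called most strongly in each direction with no overlap between cultures, and the 5 genes with the lowest worse p-value per periodicity count. There were 19 lists, each tested in 5 comparisons by camera with a preset correlation of 0.01 between genes and with an estimated correlation, and adjusted over 95 tests. Those reported held targets of SBF, MBF, SFF and Hcm1, genes of the MCM cluster, histones, cyclins, network factors, genes of DNA damage, stress, ribosome biogenesis, galactose use, glucose repression, mating, meiosis and housekeeping, alpha-specific genes, and genes that mark the strains. A further list is not reported here. The copy of the paper's additional file of periodic genes lacked 178 of its 2177 entries, so its marks were read only for the entries present.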

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

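The tests of the gene lists were fixed beforehand, while the test of stress genes against Rad53 activity, the range from each gene's own first peak, the thinned *cdc8* course and the window of the first 13 *cdc8* points are tests chosen after the result was seen.

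Genes outside the 856 periodic genes differed at the arrest about as often as those within. *TKL2*, of the pentose phosphate pathway, is an example outside them. Outside the 856 genes, 2567 of 4860 probe sets were called for *cdc8* minus Cdc20-depleted cells, 2183 for *cse4-353* minus Cdc20-depleted cells, 1786 for *cdc8* minus *cse4-353* cells, 1317 for cells without Rad53 activity minus *cdc8 cdc20* cells and 292 for *cdc8 cdc20* minus *cdc8* cells. In that order the shares outside were 52.8%, 44.9%, 36.7%, 27.1% and 6.01%, and those within were 48.9%, 49.2%, 39.7%, 29.3% and 5.72%. Strains differ in medium, in marker genes and in times of sampling, so these counts belong to the cultures as a whole.

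Genes of DNA damage were higher in *cdc8* than in Cdc20-depleted cells for 11 of 15 and lower for 0 (11 and 0 adjusted over the list alone), with *HUG1* at a log2 difference of 6.13 (standard error 0.17, adjusted p = 4.15e-06 from limma, n = 2 per strain) and *RNR3*, of ribonucleotide reductase, at 5.10 (standard error 0.26, adjusted p = 2.54e-05 from limma). Without Rad53 activity 10 were lower and 2 higher than in *cdc8 cdc20* cells, or 7 lower without *rad53-1* replicate 1, with *HUG1* at -6.03 (standard error 0.21, adjusted p = 1.44e-05 from limma, 2 cultures against 1). Camera gave adjusted p-values of 9.75e-07 and 0.000933, and with an estimated correlation adjusted p = 0.208 and 0.296.

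Genes of ribosome biogenesis were lower in *cdc8* than in Cdc20-depleted cells for 20 of 20, with *NOP58* at -1.59 (standard error 0.11, adjusted p = 8.54e-05 from limma, n = 2 per strain) and *BRX1* at -1.54 (standard error 0.14, adjusted p = 0.000177 from limma). In *cse4-353* cells 18 were lower than in Cdc20-depleted cells, or 11 without Cdc20-depleted replicate 1. Without Rad53 activity 13 were higher and 0 lower than in *cdc8 cdc20* cells (14 and 0 adjusted over the list alone), or 6 and 8 without *rad53-1* replicate 1 and 2 and 0 with the last 5 time points. Camera's adjusted p-values were 1.29e-06, 4.58e-05 and 2.21e-06, and with an estimated correlation adjusted p = 0.310, 0.360 and 0.316.

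The drop from the first peak to the arrest differed between strains for 258 genes in *cdc8* minus Cdc20-depleted cells, 278 in *cse4-353* minus Cdc20-depleted cells, 181 in *cdc8* minus *cse4-353* cells, 139 in cells without Rad53 activity minus *cdc8 cdc20* cells and 16 in *cdc8 cdc20* minus *cdc8* cells. *HHF1* kept more in *cdc8* than in Cdc20-depleted cells, by 1.57 (standard error 0.16, adjusted p = 0.000669 from limma, n = 2 per strain), and *MSB1* kept less in *cse4-353* than in Cdc20-depleted cells, by -0.89 (standard error 0.14, adjusted p = 0.00471 from limma). Without *cdc8* replicate 1 and 2 the first of these counts was 94 and 80. Without *cdc8* replicate 1 or 2 the last count was 0, with limma at unadjusted p below 0.05 for 92 and 79 genes. The count without Rad53 activity was 79 without either *cdc8* culture and 60 without either *rad53-1* culture.

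More of the 856 genes passed the period rule in *cdc8* than in Cdc20-depleted cells, and the same held over all probe sets, of which 57.3% passed in *cdc8* and 4.29% in Cdc20-depleted cells. With 13 points over the whole *cdc8* course 182 of the 856 genes passed, but this changed the interval with the span, 100 random choices of 13 points gave 82 to 445, and with all time points the counts were 295 in *cdc8* and 89 in Cdc20-depleted cells, so it decides nothing about the span. In the window of the first 13 *cdc8* points (30 to 200 min) 441 genes passed in Cdc20-depleted cells, with 9 points per culture. In *cdc8* cells 516 passed with all 13 points. With 9 of those 13 points, 100 random choices gave a median of 436 genes in *cdc8* cells (234 to 542). In Cdc20-depleted cells, 100 random choices of 9 among the first 13 points gave 43 to 415. These values go with the shorter window as a cause. The late range of the genes that passed was 48.7% of their whole range in *cdc8* cells and 43.3% and 40.6% in the Cdc20-depleted cultures, but the late window began 20 min after the median first peak in *cdc8* and 40 min after it in Cdc20-depleted cells, so it takes in more of the first wave and decides nothing about a single wave. From 60 to 120 min after each gene's own first peak the range was 18.4% in *cdc8* cells and 27.9% and 23.3% in the Cdc20-depleted cultures, which is consistent with a single wave that passes the rule, so both explanations stay open.

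Stress genes were higher at the arrest of *cdc8* and *cse4-353* than of Cdc20-depleted cells, for 17 of 19 in each, with *TKL2* at 4.97 (standard error 0.22, adjusted p = 1.65e-05 from limma, n = 2 per strain) in *cdc8* cells, although this gene stood at a log2 intensity of 8.92 in *cdc8 cdc20* cells, against 13.05 in *cdc8* and 8.08 in Cdc20-depleted cells. In the first 3 time points the difference from Cdc20-depleted cells was 1.88 for *cdc8* (0.96 to 2.82 between pairs of cultures, 2.59 at the arrest), 0.12 for *cse4-353* (-0.58 to 0.90, 2.12 at the arrest) and -0.50 for *cdc8 cdc20* cells (2.50 at the arrest), but these points lie at 90 to 120 min in *cse4-353*, 30 to 60 min in *cdc8* and 40 to 80 and 20 to 60 min in the Cdc20-depleted cultures (medians of 9.22 and 11.17), so whether a difference was present from the start is left open. After quantile normalization of the deposited values the count of higher genes in *cdc8* cells was 17. This speaks against remaining differences between arrays in the distribution of intensities as the cause. The authors had already normalized and summarized these values, so their own normalization could not be tested. Without Rad53 activity the stress list had a median log2 difference of -0.97 from *cdc8 cdc20* cells, with more genes called lower than higher. This goes with a part for checkpoint signalling through Rad53, although it rests on 1 *cdc8 cdc20* culture. At the arrest without Rad53 activity the list still stood 1.42 above Cdc20-depleted cells (1.16 to 1.68 between pairs of cultures), which argues against Rad53 as the whole cause. Camera's adjusted p was 9.80e-13, 3.27e-10 and 0.000877, and with an estimated correlation adjusted p = 0.296, 0.310 and 0.535.

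After removal of a linear trend, late movement of transcripts was not shared between the *cse4-353* cultures, with a median correlation of 0.0269, while with the trend kept it was 0.347, above the -0.0342 to 0.140 of shuffles. Shifting the cultures against each other by up to 45 min gave at most 0.137, which speaks against cultures out of step by up to that much as the whole cause. The median was 0.128 at a shift of 45 min in 1 direction, and larger shifts were not tried, so a larger offset is left open. The 214 genes that moved most had a median correlation of 0.0442. Their median late SD was 0.182 in *cse4-353* replicate 1 and 0.121 in replicate 2. In Cdc20-depleted cells the median late SD over all the periodic genes was 0.132 in replicate 1 and 0.133 in replicate 2. Even the genes that moved most thus moved less in *cse4-353* replicate 2, so too little movement is left open. No biological explanation was tested.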

How the results depend on the processing

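The 13 points over the whole *cdc8* course, the window of the first 13 *cdc8* points and the counts of all probe sets under other rules are tests chosen after the result was seen.

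The r² of the *cse4-353* cultures was 0.923 on the log2 scale. The 161 genes called in Cdc20-depleted cells became 89 with all time points, 441 in the window of the first 13 *cdc8* points, 3 at a p of at most 0.1, 357 with either replicate and 254 to 264 with a single replicate. The 246 genes called without Rad53 activity became 87 with all time points, 551 with a linear trend removed, 20 at a p of at most 0.1 and 414 with either replicate. The cause was not tested.

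The *cdc8* count at 148 min became 295 with all time points, 140 at a p of at most 0.1 and 182 with 13 points over the whole course, and at 92 to 153 min 341, 154 and 209. The *cse4-353* count at 148 min became 28 with all time points, 395 with a trend removed, 7 at a p of at most 0.1, 445 with either replicate and 291 to 346 with a single replicate. At 92 to 153 min these were 32, 452, 7, 512 and 352 to 381. The *cdc8 cdc20* count at 148 min became 28 with all time points, 433 with a trend removed and 1 at a p of at most 0.1, and at 92 to 153 min 62, 556 and 3. With the trend removed both *cdc8 cdc20* counts lay above their shuffled 95th percentiles of 190 and 334, where without this they lay below. The cause was not tested.

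Over all probe sets the count in Cdc20-depleted cells became 3 at a p of at most 0.1, 961 with either replicate, 118 with all time points, 418 with a trend removed and 544 to 662 with a single replicate. Without Rad53 activity it became 64, 2304, 216, 2948 and 1554 to 1793. The period with most genes in Cdc20-depleted cells was 142 min with all time points. With the trend kept, the late correlation of the *cse4-353* cultures was 0.347 (shuffles gave -0.0342 to 0.140), and the late movement was 0.191 in Cdc20-depleted, 0.156 in *cdc8*, 0.155 in *cse4-353* and 0.141 in *cdc8 cdc20* cells and 0.229 without Rad53 activity. The cause was not tested.

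The number of genes called at the arrest ranged from 1679 to 3861 without single cultures for *cdc8* minus Cdc20-depleted cells and from 1462 to 3367 for *cse4-353* minus Cdc20-depleted cells, and was 1265 in a fit of only the strains compared for the latter. For *cdc8* minus *cse4-353* cells it was 1052 with only those strains and 949 to 3161 without single cultures. For *cdc8 cdc20* minus *cdc8* cells it was 206 with the clock window, 1572 with only those strains, 193 with a replicate block and 45 to 1286 without single cultures. Without Rad53 activity it was 355 with the last 5 time points, 2772 with only those strains and 728 to 2820 without single cultures. The cause was not tested.

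The number of genes whose drop from the first peak differed was 80 to 356 without single cultures for *cdc8* minus Cdc20-depleted cells and 31 to 318 for *cdc8* minus *cse4-353* cells. For *cdc8 cdc20* minus *cdc8* cells it was 10 with the mean of the 2 highest values, 2 with a replicate block and 0 to 40 without single cultures. Without Rad53 activity it was 31 with the last 5 time points and 60 to 215 without single cultures. With an estimated correlation camera called 0 of the 95 list tests at an adjusted p of 0.05, and the lowest adjusted p was 0.208. Replicate numbers did not pair cultures of different strains, with correlations of -0.194 to 0.211. With a replicate block camera called 37 list tests, against 38 without it. The call lost was that of SFF targets in cells without Rad53 activity minus *cdc8 cdc20* cells. The cause was not tested.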

Differences from the paper's values

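The thinned *cdc8* course and the counts of all probe sets under other rules are tests chosen after the result was seen, and the other settings were fixed before the data were examined.

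The paper counts 34 periodic genes in *cdc8* cells and 18 in *cse4-353* cells by visual inspection, where the period rule passed 516 and 192 of the 856 genes. *PRY2* and *DOT1* had the lowest p-values in *cdc8* cells, and the rule does not ask for a second peak. No setting tried came to the paper's counts for these strains.

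Over all probe sets the paper counts 420 periodic genes in Cdc20-depleted cells and 2399 without Rad53 activity, where 2.5e2 (161 within the 856 genes and 84 outside them) and 1043 were called here. With a linear trend removed, 418 were called in Cdc20-depleted cells, and 544 without replicate 1. Without Rad53 activity, 2304 were called in either replicate, 2948 with a linear trend removed and 1793 without replicate 2. The paper does not state how replicates were combined or which scale was used.

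Within the 856 genes the counts were 161 and 246, against 206 and 343 in the paper. The period with most genes on 13 time points was 200 min, the longest tested, against 148 min in the paper. The paper describes a scan of periods up to 300 min. That range includes 200 min, so the wider range alone does not account for the difference. *SWI5* and *CLB2* carry the paper's mark for Cdc20-depleted cells and were not called.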

Other observations

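The gene lists below were fixed beforehand, and none of these tests was chosen after the result was seen, while the genes named as examples were chosen by size of change.

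*GAL1* was higher in *cse4-353* than in Cdc20-depleted cells by a log2 difference of 5.37 (standard error 0.16, adjusted p = 2.15e-06 from limma, n = 2 per strain), and the invertase gene *SUC2*, which glucose represses, by 4.16 (standard error 0.18, adjusted p = 1.36e-05 from limma). Of the galactose genes 8 of 8 and of the glucose-repressed genes 11 of 13 were higher, with camera at adjusted p-values of 2.33e-09 and 3.89e-08, and with an estimated correlation adjusted p = 0.208 and 0.224. Galactose medium accompanies the *cse4-353* strain.

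Histone genes were higher in *cdc8* than in Cdc20-depleted cells for 7 of 9 and in *cse4-353* cells for 8 of 9, with *HTB2*, a histone H2B gene, at 1.62 in *cdc8* cells (standard error 0.18, adjusted p = 0.00047 from limma, n = 2 per strain) and *HTA1*, a histone H2A gene, at 1.93 in *cse4-353* cells (standard error 0.20, adjusted p = 0.000507 from limma). Camera gave adjusted p-values of 9.62e-05 and 4.07e-06, and with an estimated correlation adjusted p = 0.331 and 0.296.

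Genes of the MCM cluster were lower in *cdc8* than in Cdc20-depleted cells for 8 of 11 and higher for 1, with *MCM3*, of the replicative helicase, at -1.60 (standard error 0.13, adjusted p = 0.000142 from limma, n = 2 per strain). *CLN3* was at -2.05 (standard error 0.15, adjusted p = 9.58e-05 from limma). Camera's adjusted p was 0.0171, and with an estimated correlation adjusted p = 0.296. Hcm1 targets were higher for 5 and lower for 4 of 16, cyclins for 1 and 4 of 9, and network factors for 5 and 4 of 18.

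SFF targets were lower in *cdc8* than in *cse4-353* cells for 10 of 22 and higher for 1 (12 and 1 adjusted over the list alone), or 6 and 0 without *cdc8* replicate 1, 7 and 0 without *cdc8* replicate 2, and 15 and 2 without *cse4-353* replicate 1, with camera at an adjusted p of 0.00402, and with an estimated correlation adjusted p = 0.441. Without Rad53 activity 7 were higher and 0 lower than in *cdc8 cdc20* cells, with *HOF1* at 1.00 (standard error 0.19, adjusted p = 0.00917 from limma, 2 cultures against 1), and camera at an adjusted p of 0.0488, and with an estimated correlation adjusted p = 0.579. The 7 became 3 without either Cdc20-depleted culture or *rad53-1* replicate 1, 4 without either *cdc8* culture or *rad53-1* replicate 2, and 11 without either *cse4-353* culture, which also gave 3 lower. SBF targets were higher for 8 and lower for 6 of 22 in *cdc8* minus *cse4-353* cells, or 3 and 3 without *cdc8* replicate 1 and 3 and 4 without *cdc8* replicate 2, with a median of -0.09 where camera pointed upward at an adjusted p of 0.943.

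Mating genes were lower in *cdc8* than in Cdc20-depleted cells for 8 of 14 and higher for 1, with camera at an adjusted p of 0.0463, and with an estimated correlation adjusted p = 0.296. In *cse4-353* minus Cdc20-depleted cells 9 were lower and 2 higher, with camera at an adjusted p of 0.00689, and with an estimated correlation adjusted p = 0.279. In *cdc8 cdc20* minus *cdc8* cells they went the other way, with 3 higher and 0 lower (4 and 0 adjusted over the list alone), or 0 higher without either Cdc20-depleted or *cdc8* culture and 1 without either *rad53-1* culture, with camera at an adjusted p of 0.00865, and with an estimated correlation adjusted p = 0.279. Meiosis genes were higher for 3 and lower for 4 of 10 in *cdc8* minus Cdc20-depleted cells, alpha-specific genes for 1 and 2 of 4, housekeeping genes for 3 and 2 of 8 and genes that mark the strains for 4 and 1 of 9.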
